# RNAseq Analysis of Brown Adipose Tissue and Thyroid of Newborn Lambs Subjected to Short-Term Cold Exposure Reveals Signs of Early Whitening of Adipose Tissue

**DOI:** 10.3390/metabo12100996

**Published:** 2022-10-20

**Authors:** Andrea Graña-Baumgartner, Venkata S. R. Dukkipati, Paul R. Kenyon, Hugh T. Blair, Nicolás López-Villalobos, Kristene Gedye, Patrick J. Biggs

**Keywords:** RNAseq, BAT, thermogenesis, fat whitening, lambs

## Abstract

During the early postnatal period, lambs have the ability to thermoregulate body temperature via non-shivering thermogenesis through brown adipose tissue (BAT), which soon after birth begins to transform into white adipose tissue. An RNA seq approach was used to characterize the transcriptome of BAT and thyroid tissue in newborn lambs exposed to cold conditions. Fifteen newborn Romney lambs were selected and divided into three groups: group 1 (*n* = 3) was a control, and groups 2 and 3 (*n* = 6 each) were kept indoors for two days at an ambient temperature (20–22 °C) or at a cold temperature (4 °C), respectively. Sequencing was performed using a paired-end strategy through the BGISEQ-500 platform, followed by the identification of differentially expressed genes using DESeq2 and an enrichment analysis by g:Profiler. This study provides an in-depth expression network of the main characters involved in the thermogenesis and fat-whitening mechanisms that take place in the newborn lamb. Data revealed no significant differential expression of key thermogenic factors such as uncoupling protein 1, suggesting that the heat production peak under cold exposure might occur so rapidly and in such an immediate way that it may seem undetectable in BAT by day three of life. Moreover, these changes in expression might indicate the start of the whitening process of the adipose tissue, concluding the non-shivering thermogenesis period.

## 1. Introduction

In temperate countries such as New Zealand, where lambing occurs outdoors, newborn lambs transit rapidly from a warm uterine environment to a potentially harsh and cold external one. Under these conditions, lambs must immediately increase the rate of body heat production to fifteen times more than the fetal level to compensate for the increased heat loss [1,2]. As the ability to produce heat is essential for survival, lambs can thermoregulate their body temperature within minutes after birth, due to the presence of functional brown adipose tissue (BAT) [3]. This tissue, predominantly found in the peri-renal and pericardial areas, is the principal source of non-shivering thermogenesis in the newborn lamb [4,5], accounting for 60% of the generated heat [6]. The thermogenic activity of BAT is mainly regulated by catecholamines such as norepinephrine that are released from the sympathetic nervous system during cold exposure [7], which then activate β-adrenergic receptors expressed in the brown adipocytes [8]. This interaction results in a cascade of metabolic events that eventuate in the release of free fatty acids, which are the substrate for uncoupled oxidation and subsequently thermogenesis [9].

A BAT-specific transport protein of the inner mitochondrial membrane, uncoupling protein 1 (*UCP1*) or Thermogenin, supplies the thermogenic ability of BAT, and is activated by long-chain fatty acids produced by lipolysis upon adrenergic stimulation [10,11,12]. *UCP1* has the ability to increase proton permeability and form a proton-motive force through the mitochondrial matrix, where the energy produced from this force is then released as heat rather than stored as adenosine triphosphate (ATP) [9,13,14]. In addition, the thyroid hormone T3 (tri-iodothyronine) can act through its roughly 8000 receptors per brown adipocyte cell [15], stimulating the actions of *UCP1*, hence enhancing BAT thermogenesis [16,17]. In addition to this influence, thyroid hormone receptors act as a central inducer of BAT by mediating the synergism between thyroid hormone signalling and the sympathetic nervous system in BAT [18], increasing the capacity of cells to respond to catecholamines [19,20], and thereby increasing adrenergic sensitivity [21]. These findings demonstrate the multifaceted contribution to thermogenesis involving the crucial relationship between thyroid hormones and BAT, and the importance of their joint contribution to energy homoeostasis [16].

The secretion and plasma concentrations of many of these above-mentioned factors decline over the first few days and weeks of a lamb’s life [22,23], as shivering thermogenesis becomes the main response to cold exposure, replacing the non-shivering mechanisms of heat production [4,24]. This replacement has an evolutionary implication, since although BAT is an efficient heat producer, it is small and localized, so the heat it produces needs to be circularized through the body to maintain the core body temperature [25]. As opposed to this, skeletal muscle is dispersed throughout the body, making it possible to produce heat in situ in many parts of the body at the same time [25]. Consequently, heat produced from skeletal muscle shivering is more cost-effective than BAT; thus, it reduces the demands on diet intake, giving the possibility to invade and explore new geographic areas that are cooler and where food availability is low [26].

At birth, *UCP1* is at its maximum expression but this decreases rapidly, and by day four of life it seems to become nearly undetectable, as observed by Basse et al. [3]. Consequently, brown adipocyte formation and BAT’s thermogenic activity also decrease, as BAT begins its transition into white adipose tissue (WAT) which becomes predominant by day 30 [27,28,29]. WAT then only acts as the main fat storage of the body, losing the large mitochondrial phenotype of BAT and the expression of its related genes involved in heat production [3,6,8,28].

Studying the molecular components of heat production, and the signals exchanged between BAT and the thyroid glands is crucial to help the understanding of the underlying regulatory mechanisms that control thermogenesis in newborn lambs. No published reports appear to have used a ribonucleic acid sequencing (RNAseq) approach in BAT and thyroid glands tissue, to explore the newborn lamb metabolic activity in response to cold exposure. For that reason, the objective of this study was to characterize the transcriptome of brown adipose tissue and thyroid tissue through RNAseq in newborn Romney lambs exposed to either 22 °C or 4 °C for 2 days.

## 2. Materials and Methods

This study was undertaken in spring 2018 at the Massey University Animal Physiology Unit (APU) with newborn Romney-type lambs born on Keebles Farm (40°24′ S, 175°36′ E), Palmerston North, New Zealand.

### 2.1. Animals and Sampling

During the lambing period, which was outdoors under pastoral conditions, fifteen newborn Romney lambs (9 males and 6 females) were randomly procured. Lambs were born as twins, but only one lamb per dam was used (the heaviest of the set). Within 12–24 h after birth, the selected lamb was tagged and the ewe together with both of its lambs were brought indoors to the APU. The selected lamb within each twin set was then weighed and allocated randomly to one of the three treatment groups: group 1 (*n* = 3; two males weighing 4.8 kg and 5.2 kg, respectively, and a female weighing 4.4 kg) as a control; group 2 (*n* = 6; two females weighing 4.9 and 4.5 kg, respectively, and four males weighing 4.6, 6.0, 4.6 and 5.3 kg, respectively), which were kept indoors for two days at an ambient temperature (20–22 °C); and group 3 (*n* = 6; two females weighing 5.5 and 6.1 kg, respectively, and four males weighing 5.4, 4.5, 5.4 and 5.2 kg, respectively), which were kept indoors for two days at a cold temperature (4 °C). This followed the previously described method of Marcher et al. [30] to induce a cold challenge. Soon after being brought to the APU, the three lambs in group 1 were euthanized via captive bolt to provide a baseline transcriptome profile. Samples of brown adipose tissue (BAT) from around the kidneys and the thyroid tissue were collected and stored at −80 °C. Lambs in groups 2 and 3, together with their dams and siblings were moved into indoor pens (2 m by 1 m) for two days. Siblings of the lambs in group 3, which were not subjects of the current study, were wrapped with wool covers (Woolover Limited, Christchurch, New Zealand) to enhance their comfort and to minimize impact of the cold. During the two days of indoor retention, the ewes were fed commercial roughage (FiberEzy, Fiber Fresh Feeds Ltd., Reporoa, New Zealand) and commercial grain-based pellets (10%) (NRM Sheep Nuts, Northern Roller Mills, Christchurch, New Zealand) and had unrestricted access to water. The ewes and lambs were monitored at least 3 times per day during this period, to ensure successful ewe/lamb bonding and that the lambs were successfully suckling the ewe. On day 2, after 48 h exposure at respective temperatures, the 12 lambs of these two groups (i.e., 6 per group) were euthanized by captive bolt. Samples of brown adipose tissue from around the kidneys and the thyroid tissue were collected and stored at −80 °C. In all groups, after the lambs had been euthanized, their dams and remaining siblings were returned to Keebles Farm to commercial farming conditions.

### 2.2. RNA Isolation and Transcriptome Sequencing

Brown adipose tissue from around the kidneys and thyroid tissue samples were submitted to BGI Genomics (Hong Kong) for RNA extraction and subsequent sequencing. Approximately 60 mg of tissue per sample was ground with liquid nitrogen into powder, then transferred into a 2 mL tube containing 1.5 mL of TRIzol (Invitrogen, Carlsbad, CA, USA). The samples were homogenized with the TissueLyser II (Qiagen, Hilden, Germany), and then incubated at room temperature for 5 min to permit the complete dissociation of nucleoprotein complexes, before being centrifuged at 12,000× *g* for 5 min at 4 °C (Centrifuge 5427R, Eppendorf, Hamburg, Germany). The resulting supernatant was transferred into a new 2 mL tube, 0.3 mL of chloroform/isoamyl alcohol (24:1) was added, and then mixed by vigorously shaking the tubes for 15 s. The samples were then centrifuged at 12,000× *g* for 10 min at 4 °C, to separate the mixture into three layers; the lower phenol-chloroform phase, an interphase and the upper aqueous phase containing the RNA. The aqueous phase was transferred into a new 1.5 mL tube and an equal volume of isopropyl alcohol was added; this was mixed and incubated at −20 °C for 2 h for precipitation. After this time, the samples were centrifuged at 13,600× *g* for 20 min at 4 °C. Following this centrifugation, the supernatant was removed, and the RNA pellet was washed with 1 mL of 75% ethanol then resuspended and centrifuged at 13,600× *g* for 3 min at 4 °C. This step was repeated, and at the end the ethanol was removed without disturbing the pellet, which was let to air-dry in a biosafety cabinet (Esco Airstream, Esco Technologies, Horsham, PA, USA). Afterwards, 25–100 µL of diethyl pyrocarbonate-treated water was added to solubilize the RNA pellet.

The quality check of the extracted RNA was measured by RNA integrity number (RIN), where on average, a RIN of 7.8 for thyroid tissue and 6.8 for brown adipose tissue was observed (Table S1). Following the RNA isolation and quality checks, mRNA was purified from total RNA using oligo (dT)-attached magnetic beads. The resulting mRNA molecules were fragmented and reverse-transcribed into double-stranded cDNA by using random hexamer primers. The synthesized cDNA was subjected to an end repair and then 3′ adenylated, where adapters were ligated to the ends of these fragments. The cDNA fragments were amplified by PCR and product purified with Agencourt AMPure XP beads (Beckman Coulter, Brea, CA, USA). Afterwards, a quality check was conducted on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The PCR product was then heat-denatured and the single-strand DNA was circularized by splint oligo and DNA ligase. Finally, all cDNA libraries were sequenced using paired-end strategy of 150 bp read length, through the BGISEQ-500 platform.

### 2.3. Quality Control, Mapping and Reads Quantification

All processes described in this section were carried out through the use of high-performance computing resources of the New Zealand eScience Infrastructure (NeSI, https://www.nesi.org.nz/).

The quality of the raw 150-base paired-end sequence files was examined using FastQC (version 0.11.9) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and then summarized by MultiQC (version 1.9) as described by Ewels et al. [31]. Next, the paired-end reads were trimmed to remove low-quality bases and adapter sequences with Trimmomatic (version 0.39) [32], using the options: SLIDINGWINDOW:4:20, MINLEN:50, ILLUMINACLIP:TruSeq3-PE.fa:2:30:10. The read quality was re-assessed with FastQC and MultiQC to confirm that improvements had been made by trimming. Clean reads were mapped to a reference genome (Oar_rambouillet_v1.0) from the RefSeq database (https://www.ncbi.nlm.nih.gov/assembly/GCF_002742125.1/ accessed on 22 April 2021) using STAR (version 2.7.7a) [33]. After mapping, featureCounts (Subread package, version 2.0.0) was used to quantify the aligned reads [34], allowing multimapping reads to be counted using the option -M.

Principal component analysis (PCA) plots of normalised sequence reads were constructed in R (version 4.1.0) [35], inside RStudio (version 1.10.0) [36] with the “ggplot2” package (version 3.3.5) [37], to visualize the differences between control, cold and ambient temperature samples for BAT and thyroid tissue, according to the top 1000 genes per tissue selected by highest row variance (sample variance). Heatmaps of the normalized counts per gene, for the 38 analyzed genes, from the DESeq2 analysis for each group of samples (control, cold, and ambient) were made in R (version 4.1.0) [35], inside RStudio (version 1.10.0) [36] with the “pheatmap” package (version 1.0.12) [38], and the“ RColorBrewer” package (version 1.1-2) [39]. The genes *ADRB3* and *THRB* were excluded from the thyroid tissue heatmap due to insufficient counts.

### 2.4. Differential Expression Analysis

Differentially expressed genes (DEGs) were identified using the DESeq2 package (version 1.32.0) [40], in R (version 4.1.0) [35], inside RStudio (version 1.10.0) [36]. Low read counts were prefiltered before running DESeq2, by removing rows that had fewer than 10 reads in at least 10 samples. Each tissue (BAT and thyroid) was analyzed separately and the DEGs were examined by treatment vs. control (ambient temperature vs. control, and cold temperature vs. control), in order to compare the differences in the transcriptome after being exposed to different temperatures for two days vs. not being exposed to them. For normalization, three selected reference genes were utilized: *ACTB*, *RPL19* and *HUWE1,* as they were previously tested [41,42,43]. For both tissues, one control sample was removed as it had outlier counts overall, compared to all the other samples. Finally, genes with an absolute value of |log2Fold Change| ≥ 1 and an adjusted *p*-value < 0.05 were considered differentially expressed and were used in subsequent analyses (Table S2). The adjusted *p*-value was calculated using the Benjamini–Hochberg False Discovery Rate (FDR) concept [44]. In addition to the treatment vs. control analysis, an analysis of cold temperature vs. ambient temperature for each tissue was also performed in a unique set of 38 genes that, according to the literature, are involved in thermogenesis or fat whitening. These were: *UCP1*, *ADRB1*, *ADRB2*, *ADRB3*, *ADRA1A*, *PPARGC1A*, *PPARGC1B*, *PPARA*, *PPARG*, *ELOVL6*, *BMP4*, *BMP7*, *BMP8B*, *CIDEA*, *CKB*, *PDK4*, *TGM2*, *FNDC5*, *ACSL5*, *CPT1A*, *FABP3*, *PRKG1*, *NOS3*, *PDE3B*, *VASP*, *LPL*, *PRDM16*, *EHMT1*, *GABPA*, *VEGFA*, *CYP1A1*, *THRA*, *THRB*, *DIO2*, *PNPLA2*, *LIPE*, *MGLL* and *MKI67* (Table S3). Plots depicting the intersection of the number of genes between experimental groups were constructed in R (version 4.1.0) [35], inside RStudio (version 1.10.0) [36] with the “tidyverse” package (version 1.3.1) [45] and the “UpSetR” package (version 1.4.0) [46]. Volcano plots of the results from each tissue (showing treatment vs. control) were created using the“ EnhancedVolcano” package (version 1.14.0) [47] in R (version 4.1.0) [35], inside RStudio (version 1.10.0) [36].

### 2.5. Functional Analysis of DEGs

Gene ontology (GO) enrichment analysis, Reactome pathway database and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were performed in g:Profiler (https://biit.cs.ut.ee/gprofiler/gost (accessed on 6 September 2021)) [48,49,50], as it has previously been utilized in RNAseq analysis [51,52,53]. Analysis was conducted through an ordered query with a significance threshold by the Benjamini–Hochberg FDR method (adjusted *p*-value < 0.05) (Table S4). A human database was set for all analyses, due to the scarcity of sheep GO data [54]. Additional information regarding selected genes of interest was gathered through the NCBI database (https://www.ncbi.nlm.nih.gov/gene/).

### 2.6. Validation by Reverse Transcription-Quantitative Polymerase Chain Reaction (RT-qPCR)

Total RNA from BAT and thyroid tissue of all 15 lambs (3 of group 1, 6 of group 2 and 6 of group 3) was extracted using TRIzol (Invitrogen, Carlsbad, CA, USA). Approximately 50–60 mg of tissue was homogenized with 1 mL of TRIzol and around 50 mg of a mixture of 1.0:2.3 zirconia/silica beads (dnature, Gisborne, New Zealand), in a TissueLyser II (Qiagen, Hilden, Germany) with 30 Hz frequency. This homogenization was performed for 2 min for the BAT samples and 5 min for the thyroid samples, all conducted in intervals of 30 s with 1 min of in-ice storage in between. After homogenization, the samples were incubated at room temperature for 5 min. Subsequently, a centrifugation step at 12,000× *g* at 4 °C for 10 min was performed and the supernatant was pipetted carefully into a clean 2 mL tube. To the supernatant, 200 µL of chloroform was then added and mixed by vortexing; after this, the sample was incubated for 5 min at room temperature. The sample was then centrifuged at 12,000× *g* at 4 °C for 20 min and the upper aqueous RNA phase was transferred into a new 2 mL tube without disturbing the interphase layer. The volume of the sample was estimated, and 1.5 volumes of 100% ethanol were added then mixed by inverting the tube several times. RNA was extracted from the ethanol-precipitated samples using RNeasy Mini Kit (Qiagen, Hilden, Germany), following the kit protocol. Final RNA was resuspended in 33 μL of RNAse-free water. The concentration of RNA was determined by measuring the absorbance at 260 nm and its purity evaluated at an absorption ratio of 260/280 nm, using a NanoDrop spectrophotometer (Thermo Scientific, MA, USA). The RNA was stored at −80 °C until RT-qPCR reactions were performed.

The expression levels of six selected DEGs were determined relative to *ACTB* and *GAPDH* endogenous control genes, which remained unchanged among samples in this study. Specific primers (Table S5) for *ACTB*, *KI67*, *BMP4*, *DIO2* and *PPARGC1A* were designed using Primer3, with gene sequences extracted from the reference genome described previously, through Geneious software (version 10.2.6). The primer sequences for *GAPDH*, *VEGFA* and *ADRB3* were based on previous sheep-based studies [29,55,56]. Single-step RT-qPCRs were performed using Verso 1-step RT-qPCR Kit (Thermo Fisher Scientific, MA, USA). Each 20 µL reaction mix included: 10 µL Verso 1 Step qPCR SYBR Mix, 1 µL Verso RT Enhancer, 0.2 µL Verso Enzyme Mix, 5 µL RNase/DNase-free water, 1.4 µL each of the forward and reverse primers (final concentration 700nM) (Integrated DNA Technologies, Coralville, USA) and 1 µL (containing approximately 2.20 ng) of diluted RNA. Reactions were set up in triplicate in a 36-disk Rotor-Gene Q RT-PCR cycler (Qiagen). The standard amplification conditions included: cDNA synthesis at 50 °C for 15 min, an initial denaturation of the cDNA and enzyme activation at 95 °C for 15 min, followed by 40 cycles of 30 s at 95 °C, 30 s at the appropriate annealing temperature (60 °C for *ACTB* and *GAPDH*, 55 °C for all other primer combinations), and 30 s at 72 °C with fluorescence capture. At the end of each run, dissociation curves (from 72 °C to 95 °C with a fluorescent absorbance reading after each 0.3 °C increment) were analyzed to ensure that the desired amplicon was being detected and to discard contaminating DNA or primer dimers. Expression data were generated using the mathematical model of 2^−ΔΔCT^ [57] and normalized to the geometric mean expression of the endogenous control genes.

## 3. Results

### 3.1. Summary of Sequencing Reads

On average from BGI sequencing, each BAT and TH sample had 73,597,270 and 73,552,149 reads, respectively. 

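RNA of BAT from around the kidneys and of thyroid tissue was sequenced from 15 newborn Romney lambs. Of these, 6 lambs were kept for 2 days at 4 °C (cold), 6 lambs for 2 days at 20–22 °C (ambient temperature, AT) and 3 lambs were controls sampled at the start, so that the treated lambs were 2 days older than the controls when sampled. The age of the lambs at arrival is 12–24 h in the paper, and the sample labels give about 24 h for the controls. Each of the 30 libraries holds one tissue of one lamb. The authors captured mRNA with oligo(dT) beads, sequenced it in read pairs, trimmed the reads with Trimmomatic, aligned them with STAR to the Rambouillet sheep genome, and counted them per gene with featureCounts. Reads that mapped to several places were counted at each of them, so genes with near-identical copies share reads. The authors deposited these counts without normalization, for 28524 genes. Here, the counts were divided by one size factor per library, taken from ACTB, RPL19 and HUWE1, the 3 reference genes of the paper, and the results are called normalized counts. The size factors ranged from 0.465 to 1.84 in BAT and from 0.632 to 1.21 in thyroid tissue. Genes with at least 10 reads in at least 10 libraries were tested, 14905 genes in BAT and 16122 genes in thyroid tissue. Groups were compared within each tissue by edgeR's quasi-likelihood test (2-sided) with Benjamini-Hochberg adjustment, which gives the adjusted p-values called edgeR's. The paper left 1 control lamb out because of outlier counts overall. Its normalized counts per lamb identify the 2 controls it used, and the third control is the same lamb in both tissues. Values therefore come first from 2 controls and then from all 3 controls. In BAT of the third control, the reference genes disagreed, with 11115 counts of ACTB, 8633 of RPL19 and 773 of HUWE1. Control 1 had 25756, 7349 and 2510. BAT values that use the third control therefore depend on how this library is scaled. With 2 lambs against 6, an exact permutation test gives no p-value under 0.0357, and with 3 against 6 none under 0.0119. Choices that could change the numbers are the size factors, the controls and the thresholds.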

After quality control analysis, on average, 55,337,991 (75.28%) and 37,777,815 (51.36%) reads in BAT and TH, respectively, were mapped to the reference genome (Oar_rambouillet_v1.0) through the STAR software. From those, 33,953,923 (61.49%), and 27,886.474 (73.98%) reads, respectively, in BAT and TH were assigned to features through the featureCounts software. 

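The deposited counts of each library were summed over all genes. In BAT, the 15 libraries held between 31556500 and 37025998 counts (mean 33953923.8). The median was 34479190 counts in the cold lambs, 33893682.5 in the AT lambs and 34294146 in the 3 controls. In thyroid tissue, the 15 libraries held between 25062784 and 30124871 counts (mean 27886474.4). There, the median was 27753837 counts in the cold lambs, 27893975 in the AT lambs and 28400537 in the 3 controls. A pair of genes without a symbol, LOC114112617 and LOC114115287, took between 43.8% and 76.5% of all counts in a BAT library and between 5.18% and 27.8% in a thyroid library. Outside this pair and 18 genes with names of ribosomal RNA, a BAT library held between 7549807 and 17914448 counts and a thyroid library between 17487687 and 26831631 counts. The lowest of these values in each tissue belongs to the third control, which the paper did not use. The depth behind the genes reported here is therefore that of the remaining counts, and it differed by more than the totals did.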

In summary, an average of 46.13% of reads in BAT and 37.91% in TH were assigned to features from the original sequencing reads. A detailed version on reads per sample throughout the analysis is presented in Supplementary Table S1. 

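Each tissue was entered in a principal component analysis of the 1000 genes with the highest variance after DESeq2's variance-stabilizing transformation of the counts of 14 libraries. In BAT, the first component held 26.2% of the variance and the second 17.1%. The cold, AT and control groups accounted for 64.8% of the variance on these components, more than random groupings of the same lambs gave (permutation test with 100000 draws, p = 0.0006). Whether the cold and AT lambs alone were separated depends on the setting. The exact permutation test over 462 splits gave p = 0.0563 here, 0.0152 on log2 values, 0.00649 with the 500 most variable genes, 0.00433 with all 3 controls and 0.11 with all tested genes. With the 500 most variable genes, the setting that moved this share most, it was 79.9% (permutation p = 6e-05). It was 63.3% with all 3 controls (permutation p = 2e-05). In thyroid tissue, the components held 48.6% and 16.3% of the variance, and the groups accounted for 21.4% of it (permutation test, p = 0.232). All 3 controls gave 15.8% (permutation p = 0.39). With all tested genes in place of the 1000 most variable, the share in thyroid tissue was 44.5% (permutation p = 0.0126). On the first thyroid component, AT 3 lay at 79.5 and Control 1 at 39.9, while the other libraries lay between -15.5 and -3.44.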

The PCA of normalized sequence reads revealed a separation of the three groups in BAT as well as thyroid (Figure S1).

### 3.2. Summary of DEGs

All DEGs with a cutoff of log2Fold Change ≥ |1| and an adjusted *p*-value < 0.05 (Table S2) were selected for comparison analysis against controls (Figure 1). Under cold conditions, 354 genes were found to be upregulated and 412 downregulated in BAT (Figure 2A), whereas 709 upregulated and 995 downregulated genes were identified under ambient conditions (Figure 3A). 

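In BAT of cold against control lambs, 180 of the tested genes passed |log2FC| ≥ 1 and an edgeR adjusted p-value of 0.05, 86 upregulated genes and 94 downregulated genes. In AT against control lambs, 897 genes passed, 421 upregulated and 476 downregulated. An unadjusted p-value under 0.05 was reached by 2702 genes in the cold comparison and by 3870 genes in the AT comparison. All 3 controls gave 728 genes for cold (404 upregulated and 324 downregulated) and 1304 genes for AT (859 upregulated and 445 downregulated). The number moved most with all 3 controls together with edgeR's TMM scaling over all tested genes, a pair of choices made after the data were seen, which gave 1097 genes for cold. Leaving out single lambs gave between 101 genes (without Cold 6) and 976 genes (without Control 2, with the third control in its place) for cold. TMM scaling alone turned the split to 231 upregulated and 92 downregulated genes for cold, and to 646 and 365 for AT. It moved the median log2FC of all tested genes from -0.10 to 0.02 for cold and from -0.03 to 0.05 for AT. Genes were named by the largest log2FC among called genes with a symbol whose groups did not overlap. This was met by 152 genes for cold and 688 for AT, and single genes would meet the lack of overlap with a share of 0.0714 by chance. Under cold, the largest increases after CYP1A1 were those of the interferon-induced genes IFI6 (log2FC 5.93 ± 0.93 (SE), edgeR adjusted p = 0.0108) and ISG15 (5.86 ± 1.05, edgeR adjusted p = 0.0199). AKAP1 (log2FC -3.71 ± 0.75, edgeR adjusted p = 0.0323), CCL1 (-3.54 ± 0.76, edgeR adjusted p = 0.0373) and CACNA1G (-3.17 ± 0.32, edgeR adjusted p = 0.000399) fell the most. AKAP1 had an edgeR adjusted p of 0.0517 with all 3 controls. Without Control 1, and with the third control in its place, the log2FC was -1.67 for AKAP1, -1.89 for CCL1 and -1.36 for CACNA1G, and none of these 3 passed (lowest edgeR adjusted p 0.137). Without Control 2, AKAP1 had an edgeR adjusted p of 0.0567. AKAP1 also lost its call without Cold 1, Cold 2 or Cold 6, and CCL1 without Cold 2, Cold 3, Cold 5 or Cold 6. IFI6 and ISG15 had no call with only the 2 groups in the fit. Under AT, ABCC8 rose (log2FC 6.30 ± 1.834, edgeR adjusted p = 0.0452), while AKAP1 (-4.69 ± 0.76, edgeR adjusted p = 0.00443), APLN (-4.34 ± 0.51, edgeR adjusted p = 0.000484) and CCL1 (-3.48 ± 0.76, edgeR adjusted p = 0.0143) fell. ABCC8 lost its call without AT 1, AT 3, AT 4 or AT 5. The calls of AKAP1 (log2FC -2.63, edgeR adjusted p = 0.0677) and CCL1 (-1.79, edgeR adjusted p = 0.126) were lost without Control 1. ASPG and PRSS35 had at most 1 count in either control, and the mean of the AT lambs was at least 14.7-fold higher for each of them. Without Control 2, ASPG had an edgeR adjusted p of 0.0511. The third control had 1302 normalized counts of PRSS35, and with all 3 controls its log2FC was -2.82 (edgeR adjusted p = 0.114). With the third control in place of Control 1 or of Control 2, PRSS35 fell, at a log2FC of -3.36 for each (edgeR adjusted p = 0.0486 and 0.0452).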

Under cold conditions, 429 upregulated and 2469 downregulated genes were detected in thyroid tissue (Figure 4A), whereas 441 upregulated and 2673 downregulated genes were found under ambient conditions (Figure 5A).

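In thyroid tissue, 1297 of the tested genes passed the same thresholds between cold and control lambs, 305 upregulated genes and 992 downregulated genes. Between AT and control lambs, 1259 genes passed, 295 upregulated and 964 downregulated. An unadjusted p-value under 0.05 was reached by 5722 genes for cold and 5897 genes for AT. All 3 controls gave 1370 genes for cold (386 upregulated and 984 downregulated) and 1141 genes for AT (344 upregulated and 797 downregulated). Downregulated genes were 76.5% of the calls for cold and 76.6% for AT. Under TMM scaling, they were 42.4% of 793 genes (457 upregulated and 336 downregulated) for cold and 36.4% of 740 genes (471 and 269) for AT. The median log2FC of all tested genes was -0.28 in both comparisons with the size factors from the 3 reference genes, and 0.02 for cold and 0.05 for AT with TMM. Relative to the reference genes most called genes fell, and relative to all tested genes more of them rose. Without AT 3, the number for AT was 2040 genes, the largest among the fits that each left out 1 lamb. The largest changes by the rule used in BAT, which 985 genes met for cold and 861 for AT, included MX2 under cold (log2FC 6.14 ± 1.68 (SE), edgeR adjusted p = 0.0254). GLYAT had at most 1 count in either control and was at least 12.01-fold higher under cold and at least 10.01-fold higher under AT. It did not pass when either control was exchanged for the third (edgeR adjusted p between 0.0556 and 0.0837). PCLAF, likewise at 1 count in each control, was at least 12.3-fold higher under AT. DNAH1 fell under cold (log2FC -5.22 ± 0.85, edgeR adjusted p = 0.00292) and AT (-4.64 ± 0.84, edgeR adjusted p = 0.00372). DNASE1 also fell under cold (-4.68 ± 0.80, edgeR adjusted p = 0.00372) and AT (-4.48 ± 0.79, edgeR adjusted p = 0.00351), but without Control 2 its log2FC was -1.20 (edgeR adjusted p = 0.24) and -0.999 (edgeR adjusted p = 0.352) in turn. SLC14A2 fell under AT (log2FC -4.74 ± 0.83, edgeR adjusted p = 0.00298). KLHL40 fell under cold (log2FC -5.24 ± 1.39, edgeR adjusted p = 0.0238), and this rests on Control 1, without which the log2FC was -0.84 (edgeR adjusted p = 0.699). Its call was also lost without Cold 2, Cold 5 or Cold 6, and that of MX2 with only the 2 groups in the fit.

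**Figure D1:**
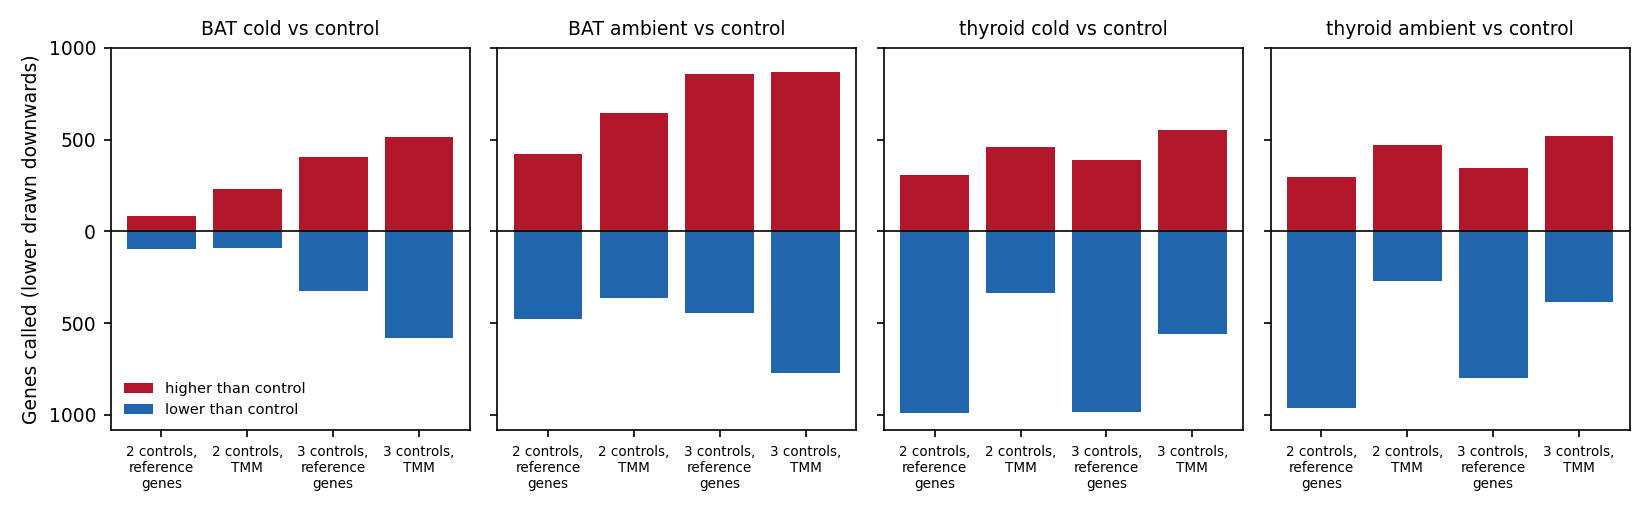
Number of genes past |log2FC| ≥ 1 and an edgeR adjusted p-value of 0.05 in each tissue and treatment against control lambs. Red bars count genes higher than control and blue bars, drawn downwards, genes lower than control, with the 2 controls of the paper or all 3 controls and with size factors from the 3 reference genes or TMM. In thyroid tissue, the downward bars shrink under TMM, from 992 to 336 genes for cold.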

### 3.3. Differential Gene Expression and Enrichment in BAT under Cold Conditions

A total of 638 upregulated Biological Process (BP) terms were found (Table S4). The most significant ones (those with the lowest *p*-value) were involved in the cell cycle with terms such as “cell division”, “chromosome segregation” and “mitotic cell cycle” (Figure 2B). Moreover, there were a considerable number of terms regarding immune defense, such as “response to virus” (26 genes), “immune system process” (33 genes) and “defense response” (24 genes). 

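Gene Ontology terms were not tested here. In their place, 5 lists of genes were written from general knowledge of gene families, and each was tested as a set by limma's camera (2-sided, inter-gene correlation preset at 0.01) on reference-scaled counts weighted by voom. The p-values were adjusted over the 5 lists in all comparisons of both tissues, cold against AT included. All 20 tests of a treatment against the controls had a camera adjusted p under 0.05. Under limma's fry, which compares the list with no change, 9 of the 20 did, namely ribosome biogenesis and protein folding in each comparison and the interferon response in BAT under cold. With the correlation estimated from the data, the setting that moved these results most, 0 of the 20 had an adjusted p under 0.05. In BAT under cold, 52 of 53 listed cell cycle genes were tested, and 50 of them had a higher mean in the cold lambs than in the 2 controls. Their mean log2FC was 1.88 (camera adjusted p = 4.8e-24, fry adjusted p = 0.0824, or 0.0186 without Cold 6), while the median over all genes was -0.12. Of these genes, 7 were upregulated on their own at the thresholds used for single genes.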

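The list of the interferon response held 37 genes, most of them induced by type I interferon, and 30 were tested in BAT. All 30 were higher in the cold lambs than in the controls, with a mean log2FC of 2.21 (camera adjusted p = 2.7e-24, fry adjusted p = 0.0273). On their own, 8 of them were upregulated.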

Stress-related BP terms were also found: “response to stress” (35 genes) and “regulation of response to stress” (17 genes). In addition, “response to stimulus” terms appear significant, such as “regulation of response to external stimulus” (34 genes) and “cellular response to stimulus” (55 genes). Further, cell communication and signaling terms appeared, such as “positive regulation of signaling” (31 genes), “cell surface receptor signaling pathway” (17 genes) and “regulation of signaling” (55 genes). For the Molecular Function (MF) category, “microtubule binding” (20 genes), “extracellular matrix structural constituent” (13 genes) and “ATPase” (19 genes) were found as being the most significant. 

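All 51 genes of the list for the extracellular matrix, which holds collagens, laminins and other matrix proteins, were tested in BAT. Under cold, 34 of them were higher than in the controls, with a mean log2FC of 0.46 (camera adjusted p = 0.000214, fry adjusted p = 0.644). None was upregulated on its own. The camera adjusted p of the list was 0.273 with all 3 controls.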

Within the Cellular Component category (CC) “chromosome-centromeric region” (24 genes), “extracellular matrix” (31 genes) and “cell periphery” (97 genes) were part of the most significant terms. The top Reactome pathways were “arachidonic acid metabolism” (3 genes) and “fatty acid metabolism” (4 genes).

A total of 544 downregulated BP terms were found (Table S4). These terms were focused on ribosome synthesis and maturation, with “ribosome biogenesis”, “rRNA processing” and “RNA processing” as the most significant ones (Figure 2B). In addition, many terms associated with protein synthesis and maturation were found: “protein folding” (21 genes), “positive regulation of cellular protein localization” (18 genes) and “protein maturation” (16 genes). 

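Of 77 listed genes of ribosome biogenesis, 76 were tested in BAT, and 2 of these were higher under cold than in the controls. The mean log2FC of the list was -0.75 (camera adjusted p = 4.8e-24, fry adjusted p = 0.00588), and 7 of the genes were downregulated on their own.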

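Chaperones and other protein folding genes formed a list of 53 genes, 52 of them tested. In BAT under cold, 1 of the 52 was higher than in the controls. The mean log2FC was -0.63 (camera adjusted p = 2.3e-12, fry adjusted p = 0.0109), with 3 genes downregulated on their own.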

In the MF category, the most enriched terms were “RNA binding” (101 genes), “unfolded protein binding” (13 genes) and “ribonucleoprotein complex binding” (12 genes). The most enriched terms for CC included “preribosome” (23 genes), “nucleolus” (53 genes) and “ribonucleoprotein complex” (47 genes). Further, the most significant pathway for KEGG analysis was “Ribosome biogenesis in eukaryotes” (15 genes) and for Reactome analysis it was “rRNA processing” (26 genes).

### 3.4. Differential Gene Expression and Enrichment in BAT under Ambient-Temperature Conditions

A total of 40 upregulated BP terms were found (Table S4). 

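In BAT of the AT lambs, 49 of the 52 tested cell cycle genes were higher than in the 2 controls. Their mean log2FC was 1.35 (camera adjusted p = 1.4e-10, fry adjusted p = 0.232), and 4 of them were upregulated on their own. The median log2FC over all genes in this comparison was -0.08.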

The most significant ones were focused on cell cycle and the extracellular space, with terms such as “extracellular matrix organization”, “regulation of metaphase/anaphase transition of cell cycle” and “regulation of chromosome separation” (Figure 3B). These were followed closely by immune system terms, such as “antiviral innate immune response” (3 genes), “type I interferon signaling pathway” (9 genes) and “response to virus” (5 genes). 

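The interferon response genes rose in BAT under AT as well, with 28 of 30 higher than in the controls and a mean log2FC of 1.828 (camera adjusted p = 1.1e-12, fry adjusted p = 0.0824, or 0.0104 without Cold 1). Of these, 10 were upregulated on their own.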

Within the MF category, “aldehyde dehydrogenase (NAD+) activity” (7 genes), “extracellular matrix structural constituent” (16 genes) and “integrin binding” (13 genes) were found as most significant. 

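In BAT under AT, 30 of the 51 extracellular matrix genes were higher than in the controls, with a mean log2FC of 0.35 (camera adjusted p = 0.0278, fry adjusted p = 0.745). On their own, 3 of them were upregulated and 2 downregulated. The camera adjusted p was 0.0715 with TMM scaling and 0.916 with all 3 controls. Without AT 6, the mean log2FC was 0.17 (camera adjusted p = 0.421).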

The most significant CC terms were “extracellular matrix” (39 genes), “cell periphery” (159 genes) and “chromosome, centromeric region” (16 genes). The term “interferon alpha/beta signaling” (4 genes) was seen as the most significant in Reactome pathways.

A total of 187 downregulated BP terms were found (Table S4). 

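Genes of ribosome biogenesis fell in BAT of the AT lambs, where 3 of 76 were higher than in the controls. Their mean log2FC was -0.65 (camera adjusted p = 2.4e-15, fry adjusted p = 0.0109), and 12 were downregulated on their own. Protein folding genes fell likewise, with 3 of 52 higher than in the controls, a mean log2FC of -0.72 (camera adjusted p = 3.8e-12, fry adjusted p = 0.00588) and 12 genes downregulated on their own.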

The most significant terms were linked to RNA and protein processing, such as “ribonucleoprotein complex biogenesis”, “RNA processing” and “protein folding” (Figure 3B). Further, stress-related BP terms appeared as well, such as: “cellular response to stress” (168 genes) and “regulation of cellular response to stress” (69 genes). The most significant MF terms were “RNA binding” (180 genes), “enzyme binding” (166 genes) and “protein binding” (846 genes). Intracellular-related terms were found to be the most significant type of CC terms, including: “cytoplasm” (739 genes), “intracellular membrane-bounded organelle” (742 genes) and “intracellular anatomical structure” (867 genes). Within Reactome pathways, “metabolism of RNA” (93 genes) was the most significant term.

### 3.5. Differential Gene Expression and Enrichment in Thyroid Tissue under Cold Conditions

A total of 1149 upregulated BP terms were found (Table S4). 

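In thyroid tissue, 29 of the 30 tested genes of the interferon response were higher in the cold lambs than in the 2 controls. Their mean log2FC was 1.61 (camera adjusted p = 3.5e-14, fry adjusted p = 0.22, or 0.0238 without Cold 1), against a median of -0.29 over all genes, and 8 were upregulated on their own. With TMM scaling, which moves all genes up together, the mean log2FC was 1.90.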

Immune defense terms were seen as most significant, such as “immune response”, “regulation of immune system process” and “defense response” (Figure 4B). Those were followed by terms regarding response to external changes, including: “response to external stimulus” (88 genes), “positive regulation of response to stimulus” (83 genes), and “response to stimulus” (186 genes). A good number of BP terms surrounding cell communication and signaling have been found, with terms such as “cell surface receptor signaling pathway” (98 genes), “signaling” (160 genes) and “signal transduction” (147 genes). Moreover, cell cycle and differentiation terms were significant, such as: “sister chromatid segregation” (13 genes), “regulation of cell activation” (36 genes) and “metaphase/anaphase transition of cell cycle” (11 genes). In addition, stress-related terms were present: “response to stress” (42 genes), “regulation of response to stress” (45 genes) and “cellular response to stress” (4 genes). 

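Of the cell cycle list, 47 of 52 genes were higher in thyroid tissue under cold than in the controls. The mean log2FC was 1.08 (camera adjusted p = 1.1e-16, fry adjusted p = 0.181), or 1.38 with TMM scaling, and 12 genes were upregulated on their own.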

The most significant MF terms were “extracellular matrix structural constituent” (20 genes), “immune receptor activity” (11 genes) and “signaling receptor activity” (44 genes). 

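Of 50 tested genes of the extracellular matrix, 31 were higher in thyroid tissue under cold than in the controls, with a mean log2FC of 0.32 (camera adjusted p = 1.2e-05, fry adjusted p = 0.745) and 0.62 with TMM scaling. On their own, 7 were upregulated and 1 was downregulated.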

The most significant CC terms consisted of “extracellular matrix” (45 genes), “cell periphery” (180 genes) and “extracellular region” (124 genes). The most significant Reactome pathways found were “arachidonic acid metabolism” (6 genes) and “extracellular matrix organization” (19 genes).

A total of 1982 downregulated BP terms were found (Table S4). The most significant terms were involved in RNA synthesis and maturation, such as: “ribonucleoprotein complex biogenesis”, “ribosome biogenesis” and “RNA processing” (Figure 4B). These were closely followed by protein maturation-related terms, such as “response to unfolded protein” (70 genes), “protein localization” (534 genes) and “protein transport” (376 genes). 

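In thyroid tissue under cold, 1 of 76 ribosome biogenesis genes was higher than in the controls. The mean log2FC was -0.999 (camera adjusted p = 5.3e-24, fry adjusted p = 0.000169), and 44 of the genes were downregulated on their own. The fall is measured against the 3 reference genes, and with TMM scaling the mean log2FC was -0.70.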

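None of the 52 protein folding genes was higher in thyroid tissue of the cold lambs than in the controls. Their mean log2FC was -1.30 (camera adjusted p = 1.5e-15, fry adjusted p = 0.000661), or -0.9995 with TMM scaling, and 35 genes were downregulated on their own. These values are against the 2 controls. The mean log2 level of the list in the third control, 11.22, lay at the median of the other libraries (11.23).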

The most significant terms for the MF category were “RNA binding” (449 genes), “protein binding” (2112 genes) and “ribonucleoprotein complex binding” (61 genes). The most significant terms for the CC group included “intracellular membrane-bounded organelle” (1916 genes), “cytoplasm” (1849 genes) and “intracellular anatomical structure” (2188 genes). Pathways related to proteins and ribosome processing were found through KEGG analysis: “protein processing in endoplasmic reticulum” (70 genes) and “ribosome biogenesis in eukaryotes” (29 genes), as well as through Reactome “rRNA modification in the nucleus and cytosol” (44 genes) and “metabolism of RNA” (231 genes).

### 3.6. Differential Gene Expression and Enrichment in Thyroid Tissue under Ambient-Temperature Conditions

A total of 968 upregulated BP terms were found (Table S4). Most significant terms regarded the cell cycle, such as “sister chromatid segregation”, “regulation of mitotic metaphase/anaphase transition” and “regulation of chromosome segregation” (Figure 5B). In addition, many terms involved in the immune defense appeared significant, such as “regulation of immune system process” (32 genes), “antiviral innate immune response” (6 genes) and “immune response” (76 genes). 

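In thyroid tissue of the AT lambs, 46 of 52 cell cycle genes were higher than in the 2 controls, with a mean log2FC of 1.19 (camera adjusted p = 1e-17, fry adjusted p = 0.148, or 0.038 without AT 1) and 1.52 with TMM scaling. Of these genes, 15 were upregulated on their own. The median log2FC over all genes was -0.31 in this comparison.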

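The interferon response was raised less evenly in thyroid tissue under AT, where 23 of 30 genes were higher than in the controls. The mean log2FC was 1.32 (camera adjusted p = 4.1e-10, fry adjusted p = 0.41, or 0.0175 without Cold 1), or 1.65 with TMM scaling, and 3 genes were upregulated on their own.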

For the MF category, these terms were regarded as most significant: “extracellular matrix structural constituent” (24 genes), “microtubule binding” (20 genes) and “ATPase” (24 genes). 

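Under AT, 33 of 50 extracellular matrix genes were higher in thyroid tissue than in the controls. The mean log2FC was 0.40 (camera adjusted p = 1.2e-06, fry adjusted p = 0.688), or 0.74 with TMM scaling and 0.21 without AT 3, and 7 genes were upregulated and 1 was downregulated on their own.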

Within the most significant terms of the CC group, “extracellular matrix” (40 genes), “cell periphery” (182 genes) and “chromosome, centromeric region” (9 genes) were annotated. The most significant Reactome pathways were “mitotic spindle checkpoint” (11 genes) and “interferon alpha/beta signaling” (4 genes).

A total of 1860 downregulated BP terms were found (Table S4). 

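Under AT, 1 of 76 ribosome biogenesis genes was higher in thyroid tissue than in the controls, with a mean log2FC of -0.95 (camera adjusted p = 5.9e-20, fry adjusted p = 0.000169) and -0.62 with TMM scaling. On their own, 28 were downregulated. None of the 52 protein folding genes was higher, and their mean log2FC was -1.24 (camera adjusted p = 5.3e-13, fry adjusted p = 0.000702), or -0.91 with TMM scaling, with 30 genes downregulated on their own. As under cold, the third control did not share the high level of the 2 controls for protein folding.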

The most significant terms were involved in ribosome and protein synthesis and metabolism, with terms such as “ribonucleoprotein complex biogenesis”, “ribosome biogenesis” and “protein localization” (Figure 5B). These were followed by catabolism terms such as “regulation of catabolic process” (265 genes), “catabolic process” (558 genes) and “cellular catabolic process” (490 genes). Further, a couple of stress-related terms appeared significant: “cellular response to stress” (438 genes) and “response to stress” (179 genes). The most significant terms in the MF category were “RNA binding” (440 genes), “protein binding” (2280 genes) and “enzyme binding” (427 genes). For the CC group, “intracellular membrane-bounded organelle” (2065 genes), “intracellular anatomical structure” (2362 genes) and “cytoplasm” (1982 genes), were the most significant terms. The most significant KEGG pathways were “protein processing in endoplasmic reticulum” (52 genes) and “protein export” (12 genes), accompanied by “rRNA modification in the nucleus and cytosol” (40 genes) and “metabolism of RNA” (214 genes) by Reactome pathways.

### 3.7. RT-qPCR Validation of RNAseq Results, and Expression of Selected Genes Involved in Thermogenesis and BAT Whitening

The trend and magnitude of the fold change of expression (log2FC ± SE) detected in the RT-qPCR analysis for all the tested genes, was similar to that detected in RNAseq results. Therefore, the results from the validation through RT-qPCR (Figure S2) from selected genes confirmed the accuracy of the RNASeq data to quantify gene expression in BAT and thyroid tissue. 

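The log2FC of RNAseq was computed here for the same 6 genes that the paper also measured by RT-qPCR, and RT-qPCR values were not analysed here. In BAT of cold against the 2 control lambs, VEGFA had a log2FC of -1.79 ± 0.38 (SE, edgeR adjusted p = 0.0341) and MKI67, the gene of KI67, one of 2.41 ± 0.69 (edgeR adjusted p = 0.0818). PPARGC1A (log2FC -0.52 ± 0.52, edgeR adjusted p = 0.639) and BMP4 (0.97 ± 0.40, edgeR adjusted p = 0.208) did not pass an adjusted p of 0.05. Neither did ADRB3 (-1.24 ± 0.57, edgeR adjusted p = 0.272) and DIO2 (-0.83 ± 1.035, edgeR adjusted p = 0.719). DESeq2's Wald test gave MKI67 an adjusted p of 0.00249. Over all 3 controls, the edgeR adjusted p was 0.0831 for VEGFA and 0.0196 for MKI67, and between 0.0541 and 0.438 for the other 4 genes. The fall of VEGFA lost its call with either control exchanged for the third, at a log2FC of -0.22 without Control 1 (edgeR adjusted p = 0.75) and -1.54 without Control 2 (edgeR adjusted p = 0.0591).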

Fold change values (RT-qPCR vs. RNAseq analysis) were analyzed in BAT (cold/control) for *VEGFA (*−3.20 ± 0.22 vs. −1.79 ± 0.42), *PPARGC1A (*−0.47 ± 0.15 vs. −0.52 ± 0.53), *KI67* (1.36 ± 0.25 vs. 2.39 ± 0.58), *BMP4* (1.28 ± 0.15 vs. 0.97 ± 0.40), *ADRB3* (−1.22 ± 0.28 vs. −1.23 ± 0.58) and *DIO2* (−0.82 ± 0.38 vs. −0.83 ± 1.15). Fold change values (RT-qPCR vs. RNAseq analysis) were analyzed in BAT (AT/control) for *VEGFA (*−3.02 ± 0.24 vs. −1.53 ± 0.42), *PPARGC1A (*−1.47 ± 0.18 vs. −1.30 ± 0.53), *KI67* (0.64 ± 0.22 vs. 1.45 ± 0.58), *BMP4* (0.86 ± 0.11 vs. 1.08 ± 0.40), *ADRB3* (−1.20 ± 0.28 vs. −0.87 ± 0.58) and *DIO2* (−1.97 ± 0.78 vs. −1.12 ± 1.15). 

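In BAT of AT against control lambs, VEGFA had a log2FC of -1.53 ± 0.39 (SE, edgeR adjusted p = 0.0227). PPARGC1A (log2FC -1.30 ± 0.50, edgeR adjusted p = 0.117), MKI67 (1.47 ± 0.66, edgeR adjusted p = 0.171) and BMP4 (1.08 ± 0.40, edgeR adjusted p = 0.104) did not pass an adjusted p of 0.05, nor did ADRB3 (-0.87 ± 0.58, edgeR adjusted p = 0.363) and DIO2 (-1.12 ± 1.02, edgeR adjusted p = 0.521). Using all 3 controls, the edgeR adjusted p of VEGFA was 0.126, while PPARGC1A and BMP4 each had 0.0269. Without Control 1, and with the third control in its place, the log2FC of VEGFA was 0.075, and without Control 2 it was -1.24 (edgeR adjusted p = 0.0983).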

Fold change values (RT-qPCR vs. RNAseq analysis) were analyzed in thyroid tissue (cold/control) for *VEGFA (*−1.78 ± 0.56 vs. −1.32 ± 0.32), *PPARGC1A (*−1.61 ± 0.07 vs. −1.23 ± 0.27), *KI67* (2.34 ± 0.17 vs. 3.01 ± 0.70), *BMP4* (0.73 ± 0.35 vs. 0.43 ± 0.52), *ADRB3* (−0.05 ± 0.56 vs. NA) and *DIO2* (−0.45 ± 0.12 vs. −1.23 ± 0.63). 

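In thyroid tissue of cold against control lambs, VEGFA (log2FC -1.32 ± 0.28 (SE), edgeR adjusted p = 0.00762) and PPARGC1A (-1.23 ± 0.23, edgeR adjusted p = 0.00433) fell and MKI67 rose (3.00 ± 0.88, edgeR adjusted p = 0.0308). BMP4 (log2FC 0.43 ± 0.52, edgeR adjusted p = 0.593) and DIO2 (-1.23 ± 0.58, edgeR adjusted p = 0.143) did not pass an adjusted p of 0.05. With all 3 controls, PPARGC1A had a log2FC of -2.69 (edgeR adjusted p = 0.00217) and MKI67 one of 3.15 (edgeR adjusted p = 0.00956), while VEGFA had an edgeR adjusted p of 0.161. Without Control 2, and with the third control in its place, the log2FC of VEGFA was 0.18 and that of BMP4 -0.035. Without Control 1, VEGFA had a log2FC of -1.02 (edgeR adjusted p = 0.148).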

Fold change values (RT-qPCR vs. RNAseq analysis) were analyzed in thyroid tissue (AT/control) for *VEGFA (*−1.51 ± 0.34 vs. −1.16 ± 0.32), *PPARGC1A (*−1.40 ± 0.25 vs. −1.20 ± 0.27), *KI67* (1.59 ± 0.23 vs. 3.33 ± 0.70), *BMP4* (0.52 ± 0.15 vs. 1.23 ± 0.52), *ADRB3* (−0.53 ± 0.51 vs. NA) and *DIO2* (−0.75 ± 0.35 vs. −1.03 ± 0.63). 

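In thyroid tissue of AT against control lambs, VEGFA had a log2FC of -1.16 ± 0.28 (SE, edgeR adjusted p = 0.0124), PPARGC1A one of -1.20 ± 0.23 (edgeR adjusted p = 0.00401) and MKI67 one of 3.33 ± 0.90 (edgeR adjusted p = 0.0195). BMP4 (log2FC 1.23 ± 0.55, edgeR adjusted p = 0.12) and DIO2 (-1.03 ± 0.58, edgeR adjusted p = 0.218) did not pass an adjusted p of 0.05. With the third control included, PPARGC1A had an edgeR adjusted p of 0.00229, MKI67 one of 0.00694 and VEGFA one of 0.266. VEGFA had a log2FC of 0.35 without Control 2 and one of -0.85 without Control 1 (edgeR adjusted p = 0.232).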

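ADRB3 had few counts in thyroid tissue, with 2 to 35 reads per library in the cold lambs, 5 to 43 in the AT lambs, 10 and 18 in the 2 controls and 12 in the third control. It passed the filter of 10 reads in 10 libraries. Its log2FC was -0.32 ± 0.76 (SE, edgeR adjusted p = 0.802) for cold and 0.36 ± 0.77 (edgeR adjusted p = 0.759) for AT, which is within the spread between lambs, and a difference of this size was not detectable with these lambs at this depth. For cold, the sign depends on the scaling, with a log2FC of 0.022 under TMM.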

There were not enough counts for the calculation of fold change values for *ADRB3* from RNAseq analysis in thyroid tissue, for neither the cold nor ambient-temperature groups.

A set of 38 genes (Table S3) which are known to have an active role directly or indirectly on thermogenesis and BAT whitening (Figure 6) were selected and analyzed in both tissues as cold temperature vs. control, ambient temperature vs. control and cold temperature vs. ambient temperature (Table 1). In the analysis of cold temperature vs. control, *FABP3*, *NOS3* and *VEGFA* were downregulated in BAT, whereas *CYP1A1* and *MKI67* where upregulated; meanwhile, in thyroid tissue *PDK4*, *TGM2*, *ASCL5*, *CTP1A*, *FABP3*, *NOS3*, *VASP* and *VEGFA* were downregulated, while *CYP1A1A* and *MKI67* were upregulated. 

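All 38 genes of the paper's list, chosen from the literature on thermoregulation, passed the filter in both tissues. In BAT of cold against control lambs, 3 of them had an edgeR adjusted p under 0.05, and 6 did when adjusted over the list alone. CYP1A1 had no count in either control, and the mean of the cold lambs was at least 335-fold higher (edgeR adjusted p = 0.0281). With all 3 controls, the log2FC of CYP1A1 was 8.02 (edgeR adjusted p = 0.00867). Its call was lost in 2 of the alternatives. NOS3 had a log2FC of -1.40 ± 0.30 (SE, edgeR adjusted p = 0.0351), and VEGFA was the third. The list alone added MKI67, FABP3 (log2FC -1.74 ± 0.48, edgeR adjusted p = 0.0745 over all genes) and CPT1A (-0.95 ± 0.31, edgeR adjusted p = 0.115 over all genes). DESeq2's Wald test gave FABP3 an adjusted p of 0.0224. Over all 3 controls, 3 genes passed, of which FABP3 had an edgeR adjusted p of 0.0391, while NOS3 had 0.292. Without Control 1, and with the third control in its place, the log2FC was 0.043 for NOS3 and 0.088 for CPT1A, and without Control 2 it was -0.87 for NOS3 (edgeR adjusted p = 0.302). In thyroid tissue of cold against control lambs, 11 genes passed, 13 when adjusted over the list alone and 12 with all 3 controls, while TMM scaling gave 7. CYP1A1 rose (log2FC 8.89 ± 1.738, edgeR adjusted p = 0.00661). FABP3 (log2FC -2.20 ± 0.30, edgeR adjusted p = 0.00125), NOS3 (-1.53 ± 0.25, edgeR adjusted p = 0.00227), PDK4 (-2.40 ± 0.75, edgeR adjusted p = 0.0425) and TGM2 (-1.36 ± 0.38, edgeR adjusted p = 0.0236) fell by more than 1. ACSL5 (log2FC -0.88 ± 0.26, edgeR adjusted p = 0.0277), CPT1A (-0.94 ± 0.23, edgeR adjusted p = 0.0147) and VASP (-0.94 ± 0.18, edgeR adjusted p = 0.00408) fell by less. All 3 controls left TGM2 (edgeR adjusted p = 0.17) and VASP (edgeR adjusted p = 0.312) without a call. Several of these falls depend on the controls used. Without Control 2, and with the third control in its place, the log2FC was -0.48 for FABP3 (edgeR adjusted p = 0.322), -0.50 for NOS3 (edgeR adjusted p = 0.233), -0.56 for CPT1A (edgeR adjusted p = 0.0981), -0.32 for TGM2 (edgeR adjusted p = 0.702) and 0.10 for VASP. Without Control 1, TGM2 (log2FC -0.85, edgeR adjusted p = 0.293) and VASP (-0.47, edgeR adjusted p = 0.449) did not pass either. PDK4 lost its call without Control 1, and also when any 1 of the cold lambs was left out. ACSL5 lost its call without Cold 5 or Cold 6, and in BAT NOS3 did without Cold 2, Cold 6 or AT 3. With TMM scaling, ACSL5 (edgeR adjusted p = 0.164), CPT1A (0.0973), TGM2 (0.084) and PDK4 did not pass in thyroid tissue.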

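The AT lambs were compared with the 2 controls over the same list of 38 genes. In BAT, 6 of the genes had an edgeR adjusted p under 0.05, over all genes and adjusted over the list alone, and 9 had one with all 3 controls. FNDC5 rose (log2FC 1.95 ± 0.46 (SE), edgeR adjusted p = 0.0181). NOS3 (log2FC -1.87 ± 0.30, edgeR adjusted p = 0.00296), CPT1A (-1.59 ± 0.30, edgeR adjusted p = 0.00709), FABP3 (-2.01 ± 0.48, edgeR adjusted p = 0.0197) and VASP (-0.75 ± 0.20, edgeR adjusted p = 0.03) fell, and so did VEGFA. PRDM16 had a log2FC of 1.16 ± 0.42 (edgeR adjusted p = 0.0967). CYP1A1, at 0 counts in both controls, was at least 7.55-fold higher in the AT lambs (edgeR adjusted p = 0.127). DESeq2's Wald test gave an adjusted p of 0.0413 for PRDM16, 0.0482 for BMP4 and 0.00201 for CYP1A1. Under all 3 controls, PRDM16 had an edgeR adjusted p of 0.0259, NOS3 one of 0.0677 and VASP one of 0.534. Without Control 1, the log2FC was -0.53 for CPT1A (edgeR adjusted p = 0.318), -1.35 for FABP3 (edgeR adjusted p = 0.0721), -0.41 for NOS3 (edgeR adjusted p = 0.543) and -0.055 for VASP (edgeR adjusted p = 0.924). Without Control 2, CPT1A (log2FC -1.15, edgeR adjusted p = 0.075), NOS3 (-1.32, edgeR adjusted p = 0.102) and VASP (-0.0064, edgeR adjusted p = 0.991) did not pass either. VASP also lost its call without AT 1, AT 3 or AT 5.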

In the case of ambient temperature vs. control, *CPT1A*, *FABP3*, *NOS3*, *VASP* and *VEGFA* were downregulated in BAT, whereas *FNDC5*, *PRDM16* and *CYP1A1A* where upregulated. In thyroid tissue, *TGM2*, *ACSL5*, *CPT1A*, *FABP3*, *NOS3*, *VASP* and *VEGFA* were downregulated, while *CYP1A1A* and *MKI67* were upregulated. 

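In thyroid tissue of AT against control lambs, 11 of the 38 genes had an edgeR adjusted p under 0.05, also when adjusted over the list alone and with all 3 controls, and 7 did with TMM scaling. CYP1A1 rose (log2FC 6.36 ± 1.63 (SE), edgeR adjusted p = 0.0174). FABP3 (log2FC -2.29 ± 0.30, edgeR adjusted p = 0.000881), NOS3 (-1.46 ± 0.25, edgeR adjusted p = 0.00225) and TGM2 (-1.31 ± 0.38, edgeR adjusted p = 0.0255) fell by more than 1, and CPT1A (-0.93 ± 0.23, edgeR adjusted p = 0.0132), VASP (-0.92 ± 0.18, edgeR adjusted p = 0.00372) and ACSL5 (-0.81 ± 0.26, edgeR adjusted p = 0.0377) by less. The others were VEGFA, PPARGC1A, MKI67 and UCP1 (log2FC -3.26 ± 1.07, edgeR adjusted p = 0.0443), for which DESeq2 gave no adjusted p. TGM2 (edgeR adjusted p = 0.201) and VASP (0.335) did not pass with all 3 controls. Without Control 2, the log2FC was -0.57 for FABP3 (edgeR adjusted p = 0.248), -0.42 for NOS3 (edgeR adjusted p = 0.335), -0.55 for CPT1A (edgeR adjusted p = 0.112), -0.27 for TGM2 (edgeR adjusted p = 0.766) and 0.12 for VASP. Without Control 1, it was -0.79 for TGM2 (edgeR adjusted p = 0.323) and -0.45 for VASP (edgeR adjusted p = 0.469). With TMM scaling, ACSL5 (edgeR adjusted p = 0.246), CPT1A (0.111), TGM2 (0.101), VEGFA (0.0947) and UCP1 (0.113) did not pass. ACSL5 also lost its call without Cold 2, AT 2, AT 4 or AT 5. UCP1 had no call without AT 3, with DESeq2's size factors or with either other filter, and it did not pass the filter in several of the fits that left out another lamb.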

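The 6 cold lambs were also compared with the 6 AT lambs in the same fit. In BAT, 1 of the 38 genes had an edgeR adjusted p under 0.05, also when adjusted over the list alone. It was CYP1A1, with a log2FC of 5.45 ± 0.83 (SE, edgeR adjusted p = 0.0196). All 6 cold lambs had more normalized counts of CYP1A1 than any AT lamb (exact permutation test, 2-sided, p = 0.00216, the smallest that 6 lambs against 6 allow). The third control enters this fit only through the spread between lambs, and with it the edgeR adjusted p was 0.0672, so that 0 genes passed with all 3 controls. CYP1A1 also lost its call without AT 1, AT 3, AT 5 or Cold 4. In thyroid tissue, 0 of the 38 genes passed, and 5 had an unadjusted p under 0.05. There, CYP1A1 had a log2FC of 2.54 ± 0.70 (edgeR adjusted p = 0.907, exact permutation test p = 0.00866).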

In the cold temperature vs. ambient temperature comparison, only *CYP1A1A* was observed as upregulated in BAT. There were no significant differences recorded in any tissue/treatment for *UCP1*, *ADRB1-3*, *ADRA1A*, *PPARGC1B*, *PPARA*, *PPARG*, *ELOVL6*, *BMP7*, *BMP8B*, *CIDEA*, *CKB*, *PRKG1*, *PDE3B*, *LPL*, *EHMT1*, *GABPA*, *THRA*, *THRB*, *DIO2*, *PNPLA2*, *LIPE* and *MGLL*.

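Of the 38 genes, 24 are in this group. In BAT, 0 of the 24 had an edgeR adjusted p under 0.05 in any comparison, also when adjusted over the list alone, and an unadjusted p under 0.05 was reached by 1 gene for cold and 3 genes for AT. Their log2FC lay between -1.42 and 0.65 for cold (lowest edgeR adjusted p 0.272), between -2.23 and 1.04 for AT (lowest 0.127) and between -0.86 and 0.80 for cold against AT. In thyroid tissue, it lay between -2.90 and 0.62 for cold (lowest edgeR adjusted p 0.0688) and between -3.26 and 1.27 for AT, where UCP1 was the 1 gene that passed, though not with TMM scaling. Between cold and AT it lay between -1.96 and 0.36. Adjusted over the list alone, UCP1 and PRKG1 passed in thyroid tissue under cold. Over all 3 controls, 4 of the 24 genes passed in thyroid tissue under each treatment, and UCP1 was among those that passed in BAT under AT.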

## 4. Discussion

The thermogenic capacity of BAT under cold exposure is a multistep process, regulated by a complex network of genes and metabolic pathways [30]. Over the first few days of life these factors decline [23], as BAT transforms into WAT and shivering becomes the main response to cold conditions [4]. In this context, transcriptome profiles from a comparative RNAseq analysis of newborn lambs under cold and ambient conditions provide insight into the molecular changes that occur over this period. As there is minimal information available to date regarding the molecular aspects of these transitions [3,30], this current approach adds an in-depth view of some of the major characters that take part directly or indirectly in thermoregulation and the fat-whitening transformation.

### 4.1. Analysis on the Main Factors That Regulate Thermogenesis

Exposure to cold leads to an expected cascade of events (Figure 6), starting from an increase in catecholamines such as norepinephrine that stimulate the various subtypes of β-adrenergic receptors (ADRBs) normally found on the surface of brown adipocytes in BAT [58,59,60]. More importantly, it stimulates the adrenergic-B3-receptor, which can activate lipolysis and release fatty acids in BAT [14,61,62]. The key thermogenic factor *UCP1* (uncoupling protein 1), then utilizes fatty acids to produce heat instead of ATP in cold conditions. 

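In BAT, UCP1 had 8034 ± 3423 (SD, n = 6) normalized counts in the cold lambs, 4599 ± 4718 (SD, n = 6) in the AT lambs and 21520 ± 1326 (SD, n = 2) in the controls of the paper. Each of the 12 treated lambs had fewer than either control, and the values of the AT lambs ranged from 194.7 to 12950. With 2 controls, the exact permutation test (2-sided) gave p = 0.0714 for cold and for AT. The third control had the most UCP1, with 87350 normalized counts, and over all 3 controls the log2FC of AT was -3.21 (edgeR adjusted p = 0.0202). The reference genes disagreed in this library, so the size of its value depends on the scaling. In thyroid tissue, UCP1 had 34.0 ± 60.6 normalized counts in the cold lambs, 26.3 ± 19.7 in the AT lambs, 256 ± 119 in the controls of the paper and 598 in the third control. ADRB3 in BAT had 302 ± 145 normalized counts in the cold lambs, 387 ± 203 in the AT lambs, 709 ± 417 in the 2 controls and 897 in the third. ADRB1 (151 ± 39.0 under cold, 123 ± 69.1 under AT, 157 ± 50.1 in the controls) and ADRA1A (444 ± 97.8, 503 ± 466 and 503 ± 178) were at the level of the controls in BAT. In the third control, they had 135.5 (ADRB1) and 579 (ADRA1A). In thyroid tissue, the means of ADRB1 and ADRA1A lay between 19.05 and 33.55 normalized counts in the cold lambs, the AT lambs and the 2 controls, and the third control had 9.49 and 90.2.

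**Figure D2:**
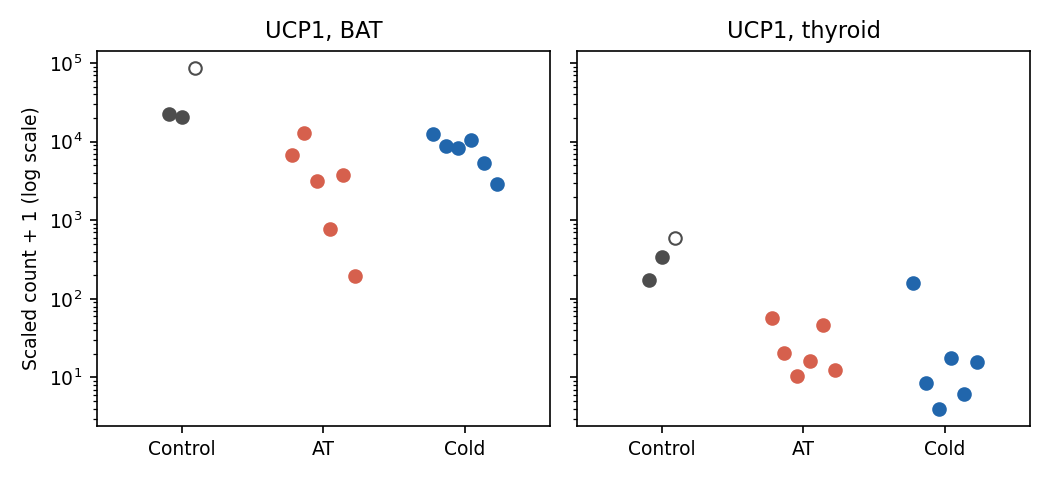
Normalized counts of UCP1 plus 1 (log scale) in BAT and thyroid tissue, 1 point per lamb, for controls, AT lambs and cold lambs. The open circle is the third control, which the paper did not use. In BAT, the cold and AT lambs all lie below the controls, and the AT lambs spread from 194.7 to 12950.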

All lambs under cold and ambient temperature conditions in the current study displayed no difference in the expression of the *UCP1* gene or any of the ADRBs (*ADRB1-3* and *ADRA1A*), at day three of age. This observation may support previous results that were found around this age by both Basse et al. [3] and Lomax et al. [63], where *UCP1* expression was not detected in lambs by day four or five of age, respectively. On the other hand, some studies have found *UCP1* expression at older ages in sheep or even at younger ages in goats. A recent study by Liu et al. [64] in newborn goats, after 24 h of cold exposure, found (through RNAseq) an increase of expression of several regulatory genes for thermoregulation in BAT such as *ADRRB1* and *PPARGC1A* (peroxisome proliferator-activated receptor gamma coactivator 1-alpha)*,* and in addition, observed an increase in the protein levels of *UCP1*. Furthermore, results from an RNAseq study on perirenal BAT of six-month-old lambs subjected to cold conditions for 25 days reported an expression of *UCP1* [65]. Another study using the same tissue from suckling lambs reported an expression of *UCP1* through RNAseq at 19−35 days of age [66]. Yuan et al. [67] reported different levels of expression of this gene from 2 to 12 months of age, where lower levels were found in superficial fat, and higher levels were seen in deep fat deposits. This observation by Yuan et al. [67] could explain in part why *UCP1* expression was not observed in this study on day three, due to the possibility that the samples utilized here were coming from the surface of perirenal BAT. Unfortunately, more information regarding on the differences of gene expression within different parts of the adipose tissue are lacking. Other studies on this aspect focused more on differences between visceral and subcutaneous adipose tissue, which seem to have an independent metabolic function [68]. Nevertheless, in the said studies there was no mention on the differences between sub-compartments of each tissue type. However, BAT is amongst the most vascularized tissues in the body [69], where there is a big interaction between adipocytes and vascular cells [70]. For instance, vascular cells can express *VEGFA* [71], which boosts its proliferation and survival [72], where an overexpression of *VEGFA* is also considered a key factor responsible for the thermogenic response of BAT to cold exposure [73]. Consequently, this interaction between vascular cells and adipocytes might have an impact on gene expression, where adipose tissue extracted from a more proximal location to the vascular vessels could provide different expression results, compared to the expression of a tissue extracted in a more distal location from the vessels.

The lack of differential expression of the B-adrenergic receptors in the present study could have impacted negatively by not inducing the expression of *UCP1* in BAT. In combination with these reports and the present study, it could be that the expression of *UCP1* comes and goes very rapidly during the first critical few days of life, but can also have a more prolonged and noticeable expression during cold conditions in older lambs. These discrepancies around the time where *UCP1* loses expression might also be caused by the different breeds used in thermogenesis studies, the techniques being used to measure the gene expression or other experimental environmental factors [66]. It could also be suggested that the conditions of the present study were not cold enough to induce a response. However, the enrichment analysis of the lambs of this study resulted in several Biological Process GO terms regarding response to stress, regulation of response to external stimulus, and cell communication and signaling, which were upregulated during cold conditions. These observations imply that the cold environment was in fact challenging the lambs, as has also been previously reported in mice indoors at 4 °C for three days [30], and in goats kept indoors at 6 °C for 24 h [64]; therefore, one might conclude that the environment was cold enough to make a physiological response. Consequently, it appears that there is a need for further studies to collect more information on the timing of *UCP1* expression.

The absence of differential expression of *UCP1* was accompanied by a decline or lack of expression of genes primarily associated with BAT and thermoregulation, such as the PPARs (peroxisome proliferator-activated receptors), where some of the roles of this group of genes are the control of fatty acid oxidation [74] and adipogenesis [75], where their activation is subjected to transcriptional coactivation by *PPARGC1A* [6] and *PPARGC1B* (peroxisome proliferator-activated receptor gamma coactivator 1-beta) [76]. Thus, the lack of expression of *PPARA* or *PPARG* in this study was expected, as the expression of *PPARGC1A* was downregulated in thyroid tissue, and in BAT there was no difference of expression, under neither cold nor ambient conditions, plus there was no differential expression of *PPARGC1B* recorded in any tissue/treatment. 

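PPARGC1A had 763 ± 183 (SD, n = 6) normalized counts in thyroid tissue of the cold lambs and 780 ± 117 (SD, n = 6) in the AT lambs, against 1789 ± 664 (SD, n = 2) in the controls of the paper and 11170 in the third control. In BAT, it had 704 ± 285 normalized counts under cold, 411 ± 224 under AT, 1013 ± 589 in the 2 controls and 2242 in the third control. PPARGC1B had 639 ± 229 normalized counts in BAT under cold, 808 ± 366 under AT, 943 ± 217 in the 2 controls and 1827 in the third. In thyroid tissue, PPARGC1B had 37.3 ± 6.10 under cold and 60.3 ± 10.1 in the controls. Its mean under AT, 147 ± 247, is set by AT 3. PPARA differed by less than the spread between lambs, with 320 ± 39.6, 400.1 ± 114 and 354 ± 2.71 normalized counts under cold, under AT and in the controls in BAT, and 711 ± 111, 712 ± 153 and 665 ± 259 in thyroid tissue. PPARG had 3165 ± 772, 4190 ± 1409 and 4308 ± 114 in BAT and 304 ± 92.1, 364 ± 130 and 387 ± 77.5 in thyroid tissue. PPARA and PPARG had 351 and 3528 in the third control in BAT, and 497 and 505 in thyroid tissue.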

*PPARGC1A* has been proposed to be a master regulator of BAT differentiation and also an inductor of the *UCP1* gene [6,77], hence making this gene indispensable for proper thermogenesis [78]. Consequently, the lack of expression of *PPARGC1A* in BAT and its downregulation in thyroid tissue could be impacting negatively on the thermogenic induction of *UCP1* and other thermogenic genes that it coactivates. Furthermore, there was a lack of expression in all tissues and treatments of several thermogenic genes that were previously reported to have an increased expression upon cold exposure. Genes regarded in those lines were: *ELOVL6* (Fatty Acid Elongase 6) as a regulator of fatty acid chain elongation [64,79]; *BMP7* (Bone Morphogenetic Protein 7), which promotes brown adipocyte differentiation [29,80]; *BMP8B* (Bone Morphogenetic Protein 8b) as an energy dissipator of BAT [81,82,83]; *CIDEA* (cell death-inducing DFFA-like effector A), which is an considered as a marker of BAT in rodents [84]; and *CKB* (Creatine Kinase B), from the creatine cycle that drives the thermogenic respiration in fat cells [85,86]. In addition, some genes related to thermogenesis were differentially expressed and even downregulated after cold exposure in some cases, but were not seen upregulated after cold exposure in any tissues (Table 1), such as BAT adipogenesis genes *PDK4* (Isozyme 4) [87], *TGM2* (Transglutaminase 2) [29] and *FNDC5* (Fibronectin Type III Domain Containing 5) [30]; *ACSL5* (Acyl CoA synthetase 5), which encodes long-chain acyl CoA synthetase, a key enzyme for β-oxidation [30]; *CPT1A* (Carnitine Palmitoyltransferase 1A), which is involved in the transport of fatty acids into the inner mitochondrial membrane for β-oxidation [88,89,90]; and *FABP3* (Fatty Acid Binding Protein 3), which is essential for accelerating fatty acid flux to its oxidation through *UCP1* [91].

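ELOVL6 had 732 ± 113 (SD, n = 6) normalized counts in BAT of the cold lambs, 1329 ± 1059 (SD, n = 6) in the AT lambs, 1513 ± 205 (SD, n = 2) in the controls of the paper and 3419 in the third control. CIDEA (1560 ± 872 under cold, 1656 ± 1369 under AT and 1667 ± 657 in the 2 controls) and CKB (1070 ± 78.3, 1187 ± 748 and 1146 ± 11.8) differed by less than the spread between lambs. BMP7 (36.9 ± 29.4, 42.9 ± 40.8 and 40.4 ± 18.5) and BMP8B (20.7 ± 8.23, 14.6 ± 10.5 and 29.3 ± 3.94) had few counts. In the third control, the values were 845.5 (CIDEA), 3808 (CKB), 75.3 (BMP7) and 0 (BMP8B) normalized counts. In thyroid tissue, CKB varied between the controls, with 5328 ± 4698 in the 2 controls and 2009 in the third. It had 3086 ± 556 under cold and 2685 ± 1074 under AT.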

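In thyroid tissue, FABP3 had 4423 ± 754 (SD, n = 6) normalized counts in the cold lambs and 4144 ± 806 (SD, n = 6) in the AT lambs. The 2 controls of the paper had 9324 and 31191, and the third control had 2978, below the mean of either treatment. PDK4 had 1298 ± 491 under cold and 1921 ± 1822 under AT, against 12047 and 1639 in the 2 controls and 7588 in the third. TGM2 had 1168 ± 466 under cold, 1211 ± 525 under AT, 3001 ± 921 in the 2 controls and 566 in the third. ACSL5 (429 ± 102 under cold, 452 ± 118 under AT and 793 ± 114 in the 2 controls) and CPT1A (3081 ± 544, 3091 ± 700.2 and 5894 ± 2033) were higher in the third control as well, at 993 and 4615. In BAT, CPT1A had 2979 ± 832 normalized counts under cold, 1922 ± 541 under AT, 5775 ± 2305 in the 2 controls and 1717 in the third. FABP3 had 156 ± 47.0 in BAT under cold, 129 ± 74.0 under AT, 521 ± 369 in the 2 controls and 437 in the third. FNDC5 rose in BAT, from 46.9 ± 11.2 in the 2 controls and 47.3 in the third to 112 ± 34.4 under cold and 179.6 ± 72.2 under AT. PDK4 in BAT had 43510 normalized counts in the third control and 3246 ± 1137 in the other 2. TGM2 (2236 ± 571 under cold and 1964 ± 494 under AT) and ACSL5 (878 ± 213 and 882 ± 370) were near the 2 controls in BAT, at 2026 ± 390.2 and 725 ± 18.9, and the third control had 2743 and 585.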

According to previous reports, there are specific pathways which involve a group of genes with the principal objective to increase thermogenesis during cold adaptation. One of these pathways is the cGMP-PKG signaling pathway (Cyclic guanosine monophosphate—Protein Kinase G), which after activation through adrenergic receptors, can increase lipid uptake by BAT and further regulate thermogenesis [92,93,94]. This pathway involves genes such as *PRKG1* (Protein Kinase CGMP-Dependent 1)*, NOS3* (Nitric Oxide Synthase 3)*, PDE3B* (Phosphodiesterase 3B), *VASP* (Vasodilator Stimulated Phosphoprotein) and *LPL* (Lipoprotein Lipase), which were previously recorded as upregulated in perirenal BAT of newborn goats after cold exposure [64]. Nevertheless, the said genes were not upregulated in BAT or thyroid tissue after cold exposure in this study, and in some cases, they were downregulated (*NOS3* in BAT and thyroid, and *VASP* in thyroid). Additionally, other pathways have been described around autonomous ways to produce heat from beige fat, such as the *PRDM16* (PR domain containing 16) pathway, which together with the expression of *EHMT1* (Euchromatic Histone-Lysine N-Methyltransferase 1) can activate beige adipocytes biogenesis, enhancing adipose tissue thermogenesis [95,96,97]. Furthermore, another compensatory pathway of beige fat biogenesis has been described: the glycolytic beige fat, through the actions of *GABPA* (GA-Binding Protein alpha), which can be activated even in the absence of adrenergic receptor signaling [98]. However, neither of the genes described in these alternative thermogenic pathways were recorded as upregulated in BAT or thyroid tissue after cold exposure in our study. 

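NOS3 had 2557 ± 684 (SD, n = 6) normalized counts in BAT of the cold lambs, 1843 ± 398 (SD, n = 6) in the AT lambs and 6754 ± 3324 (SD, n = 2) in the controls of the paper. The third control had 809, less than the mean of either treatment. In thyroid tissue, NOS3 had 311 ± 51.6 under cold, 327 ± 63.3 under AT, 898 ± 424 in the 2 controls and 278 in the third. VASP had 968 ± 121 in thyroid tissue under cold, 979.7 ± 90.0 under AT, 1858 ± 625 in the 2 controls and 389 in the third control. In BAT, VASP had 792 ± 142 under cold, 611 ± 104 under AT, 1029 ± 21.4 in the 2 controls and 299 in the third. Against the third control alone, neither NOS3 nor VASP was lower in the mean of the treated lambs in either tissue. PRKG1 in BAT had 272 ± 62.4 under cold, 226 ± 39.9 under AT, 286 ± 31.6 in the 2 controls and 478 in the third. In thyroid tissue, Control 1 had 1324 and AT 3 had 1257 normalized counts of PRKG1, while the other libraries had at most 276. PDE3B (846 ± 183 under cold, 1108 ± 327 under AT and 1256 ± 18.5 in the 2 controls) and LPL (6993 ± 4494, 8914 ± 5005 and 7895 ± 284) in BAT were highest in the third control, at 2194 and 45460. In thyroid tissue, PDE3B had 138 ± 70.4, 187 ± 44.8 and 124 ± 61.2 normalized counts and LPL 1758 ± 952, 1824 ± 869 and 1621 ± 619, with 414 and 1077 in the third control.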

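PRDM16 had 223 ± 79.4 (SD, n = 6) normalized counts in BAT of the cold lambs, 254 ± 91.9 (SD, n = 6) in the AT lambs, 113 ± 25.6 (SD, n = 2) in the controls of the paper and 73.2 in the third control. EHMT1 (1896 ± 348 under cold, 2131 ± 576 under AT and 2209 ± 32.3 in the 2 controls) and GABPA (477 ± 69.8, 437 ± 51.6 and 471 ± 148) did not differ beyond the spread between lambs in BAT. Their values in the third control were 553 and 269. In thyroid tissue, PRDM16 had 21.1 ± 4.56, 38.0 ± 10.9 and 23.1 ± 6.59 normalized counts under cold, under AT and in the 2 controls. EHMT1 had 2627 ± 257, 2682 ± 249.5 and 3391 ± 706, and GABPA 1139 ± 213, 979.5 ± 119 and 1348 ± 274. In the third control, the values of these genes in thyroid tissue were 11.1, 2777 and 832.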

In summary, each of the genes described here, which were characterized as thermogenic and previously observed as activated after cold exposure, were not being positively expressed in any tissue after the lambs of this study were in a cold environment for two days. Moreover, there was a total lack of differential expression, either upregulated or downregulated, of any of those genes when comparing each tissue between the cold and ambient groups. Therefore, these results can help visualize the molecular state of BAT and thyroid tissue of newborn lambs exposed to cold, and how each and every character involved in thermogenesis is lacking its expression in order to produce heat in a non-shivering way.

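Of the 38 genes, CYP1A1 was the only one with an edgeR adjusted p under 0.05 between the cold and AT lambs in BAT. Beyond this list, 41 of all tested genes passed |log2FC| ≥ 1 and an edgeR adjusted p of 0.05 between the 6 cold and the 6 AT lambs in BAT, 28 higher and 13 lower under cold, and 1834 genes had an unadjusted p under 0.05. In the fit with all 3 controls, 0 genes passed, and 1184 had an unadjusted p under 0.05. With 1 lamb left out at a time, the number went from 0 (without Cold 4 or AT 5, or with either control exchanged for the third) to 96 (without AT 6), 39 of them higher and 57 lower under cold. DESeq2's Wald test gave 74 higher and 71 lower genes. Among those of the 41 genes whose groups did not overlap, SLC6A6 (log2FC 2.82 ± 0.54 (SE), edgeR adjusted p = 0.0399) and TUB (1.98 ± 0.32, edgeR adjusted p = 0.0196) were the highest under cold after CYP1A1, and NOS2 (-3.49 ± 0.58, edgeR adjusted p = 0.0298), TMEM182 (-2.69 ± 0.51, edgeR adjusted p = 0.0381) and NEURL3 (-1.59 ± 0.31, edgeR adjusted p = 0.0399) the lowest. With the third control in the fit, the edgeR adjusted p of these 5 genes was 0.188, 0.219, 0.0672, 0.304 and 0.112. Each of them also lost its call in several of the fits that left out 1 treated lamb, and SLC6A6 in all of them but that without AT 2. In thyroid tissue, 0 genes passed, and 870 had an unadjusted p under 0.05.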

One probable cause of this absence/loss of expression of these genes associated with thermoregulation might be the overall downregulation of *VEGFA* (vascular endothelium growth factor), as observed in both tissues and treatments in this study. 

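VEGFA had 1772 ± 488 (SD, n = 6) normalized counts in BAT of the cold lambs and 2117 ± 767 (SD, n = 6) in the AT lambs. The 2 controls of the paper had 2859 and 9413, and the third control, left out by the paper for outlier counts overall, had 1420. In thyroid tissue, VEGFA had 12100 ± 2032 under cold, 13540 ± 2935 under AT, 16230 and 44240 in the 2 controls and 5054 in the third control. The 2 controls thus differed from each other by more than the treated lambs did, and the third control lay below the mean of both treatments in both tissues. In BAT, all cold lambs were below both controls of the paper (exact permutation test, 2-sided, p = 0.0357, the smallest that 2 lambs against 6 allow), and for AT the same test gave p = 0.0714. From the lower VEGFA in both tissues, the paper proposes a cause for the absence of expression of genes of thermoregulation.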

Previous reports state that the overexpression of *VEGFA* promotes a “BAT-like” phenotype in the adipose tissue, and that it enhances the expression of BAT genes such as *PPARGC1A* and *UCP1* [99]. Further, *VEGFA* can stimulate adrenergic receptors, which consequently induce these thermogenic genes [73], since the ablation of *VEGFA* leads to a downregulation of B-adrenergic signaling to BAT [100]. Therefore, it might be expected that the downregulation of *VEGFA* could be a possible reason that the B-adrenergic receptors lacked expression, subsequently pulling down the expression of *PPARGC1A* and *UCP1*, thus reducing the thermogenic activity in these newborn lambs. Another possibility to explain the lack of expression of the key thermoregulator *UCP1* might be the overexpression of the *CYP1A1* gene (cytochrome P450 1A1), which was found in all tissues and treatments. 

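CYP1A1 had 1342 ± 1273 (SD, n = 6) normalized counts in BAT of the cold lambs, from 245.5 to 3271, and 30.3 ± 27.8 (SD, n = 6) in the AT lambs, from 1.65 to 79.1. The 2 controls of the paper had 0 counts, and the third control had 23.7 normalized counts, which lies within the range of the AT lambs. In thyroid tissue, CYP1A1 had 2020 ± 1483 under cold, from 484.5 to 4224, and 347 ± 229 under AT, from 19.8 to 676. The 2 controls had 3.92 ± 3.67 and the third had 0. In thyroid tissue, every treated lamb was above every control, and in BAT every cold lamb was. CYP1A2, a paralog with which CYP1A1 could share reads, was not analysed here. From the overexpression in all tissues and treatments, the paper proposes CYP1A1 as another way to explain the lack of expression of UCP1.

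**Figure D3:**
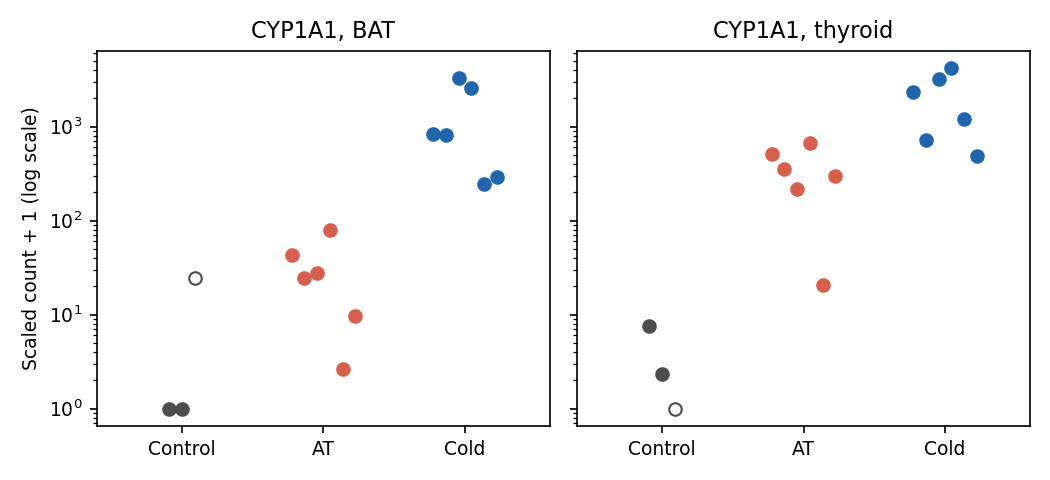
Normalized counts of CYP1A1 plus 1 (log scale) in BAT and thyroid tissue, 1 point per lamb, for controls, AT lambs and cold lambs. The open circle is the third control, which the paper did not use. In BAT, the cold lambs start at 245.5, above all AT lambs, and the third control lies among the AT lambs.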

The activity of the enzyme encoded by this gene can be stress-induced [101], which can be linked to the several BP GO terms regarding the response to stress that were seen in cold conditions, as previously described. Even though there were no records of stress-related terms in the lambs at ambient conditions, it could be presumed that there was some level of stress in these lambs due to the difference in temperature from birth. The ambient temperature utilized in this experiment is much lower than in the uterine environment, resulting in lambs needing to increase the rate of body heat production by up to fifteen times more than the fetal level to compensate for the heat loss [1,2]. Interestingly, this gene has been observed to be expressed in the inner mitochondrial membrane [102], exactly where *UPC1* acts producing heat, but in there *CYP1A1* releases arachidonic acid, which in turn suppresses the mitochondrial activity [103]. For this reason, it might be the case that the over-expression of this gene might cut down the processes to produce heat by *UCP1*, therefore impairing thermogenesis. Unfortunately, little is known about the molecular actions that involve this gene and how it interacts with other thermogenic genes; further work is required to understand this process.

### 4.2. BAT and Thyroid Thermogenesis Association

Thyroid hormones have a multifaceted contribution to thermogenesis, as there are about 8000 thyroid-hormone receptors per brown adipocyte cell [15]; hence, they would play an essential part in energy homeostasis during cold exposure as they activate heat production [16]. However, evidence of thermogenic activity was not observed in the present study as previously discussed; thus, the lack of differential expression in main thyroidal genes was not unexpected. 

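In BAT, THRA had 926 ± 156 (SD, n = 6) normalized counts in the cold lambs, 899.8 ± 178 (SD, n = 6) in the AT lambs, 839 ± 76.1 (SD, n = 2) in the controls of the paper and 800.3 in the third control. In thyroid tissue, THRA had 1969 ± 266 under cold, 1969 ± 326 under AT, 1597 ± 35.0 in the 2 controls and 2592 in the third. THRB had few counts in either tissue, with 41.8 ± 15.6, 52.9 ± 17.9 and 39.3 ± 0.715 normalized counts in BAT under cold, under AT and in the controls, and 12.4 ± 5.34, 34.1 ± 43.9 and 14.3 ± 8.98 in thyroid tissue. For THRB, the third control was at 90.4 in BAT and 11.1 in thyroid tissue. The lowest edgeR adjusted p of THRA and THRB against control was 0.232, for THRA in thyroid tissue under AT.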

Thyroid hormone receptor A (*THRA*), which mediates the communication between thyroid hormone signaling and the sympathetic nervous system in BAT, was found not to be differentially expressed in all tissues and treatments, as well as the receptor B (*THRB*), which mediates the tri-iodothyronine hormone (T3) regulation of *UCP1* in BAT [16]. Consequently, the lack of differential expression of these thyroid receptors suggests that there was neither induction of BAT through the hypothalamic pathway nor stimulation of the expression of *UCP1* by them. This missing thermogenic response has been previously observed in many mammals, including hypo-thyroidal newborn lambs [104], newborn calves [105,106,107] and piglets [108]. In these studies it has been shown that an impairment in heat production occurs as BAT becomes unresponsive to noradrenaline stimulation in the absence of thyroidal hormones [109]. Furthermore, the type II iodothyronine deiodinase enzyme (*DIO2*) was not differentially expressed in all tissues and treatments in the present study. This enzyme is responsible for the conversion of the inactive hormone, thyroxine (T4) to T3, which is the metabolically active form [14]. 

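DIO2 had 370.3 ± 330.4 (SD, n = 6) normalized counts in BAT of the cold lambs, 303 ± 373 (SD, n = 6) in the AT lambs, 658 ± 174 (SD, n = 2) in the controls of the paper and 1327 in the third control. The spread within each treatment was close to its mean or larger. In thyroid tissue, DIO2 had 49.0 ± 23.6 under cold, 56.4 ± 36.2 under AT, 115 ± 26.1 in the 2 controls and 229 in the third control. Over all 3 controls, the log2FC in thyroid tissue under cold was -1.64 (edgeR adjusted p = 0.0413).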

If active, DIO2 would have increased the catecholamine response and *UCP1* expression [19,20], but in the present study these actions were not observed. In fact, a study on *DIO2* knockout mice embryos showed an impairment in thermogenesis, which was associated with decreased expression of *UCP1* and *PPARGC1A* [110]. It could have been the case that the lack of expression of *ADRB3* found in the present study had a negative impact on *DIO2*, as it has been reported that the expression of *ADRB3* during cold exposure can stimulate the hormonal conversion of T4 to active T3 of *DIO2* [9,111]. Moreover, in a study in humans, Kurylowicz et al. [62] observed that a decrease in expression of *DIO2* resulted in a lower local conversion of T4 to T3, suggesting that those factors contributed to the reduced expression of *THRA* and *THRB* found in their study. These previous observations support the present study, where the importance of *DIO2* in heat production appears to be significant and it could have implications in the missing expression of *THRA* and *THRB* as found in this study. In summary, the possible absence of T3 production may have negatively affected lipolysis, as reported by both De Jesus et al. [111] and Thrush et al. [112]. This observation could support this study, since a differential expression of the genes that encode lipases were missing in all tissues and treatments (*PNPLA2* (patatin-like phospholipase domain containing 2), *LIPE* (lipase E) and *MGLL* (monoglyceride lipase)). 

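PNPLA2 had 8407 ± 2308 (SD, n = 6) normalized counts in BAT of the cold lambs, 12980 ± 4813 (SD, n = 6) in the AT lambs, 6298 ± 2276 (SD, n = 2) in the controls of the paper and 7104 in the third control. LIPE had 1649 ± 484 under cold, 1948 ± 764 under AT, 1049 ± 339 in the 2 controls and 3670 in the third. MGLL had 5292 ± 1484, 5425 ± 1111 and 6446 ± 643 in turn, and 931.5 in the third control. In thyroid tissue, PNPLA2 had 5040 ± 1294 under cold, 5075 ± 1098 under AT and 5295 ± 19.8 in the 2 controls, but 44770 in the third. LIPE had 132 ± 42.4, 161 ± 56.6 and 172 ± 49.2 in thyroid tissue and MGLL 1586 ± 465, 1921 ± 380 and 2459 ± 1019, with 498 and 1452 in the third control. In BAT, the values of AT 6 lay far below those of the other AT lambs for PNPLA2 and LIPE.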

Given that these genes were not apparently active, a reduced availability of fatty acids might have occurred, therefore decreasing the possibility for heat production due to a lack of a suitable “fuel” for the *UCP1* machinery.

### 4.3. Transition from BAT to WAT

Within a matter of days after birth, the majority of BAT present in large mammals commences its transformation into WAT and shivering thermogenesis becomes the main response to cold exposure [4,24]. This transition concludes with the loss of BAT and its thermogenic activity, where the B-adrenergic signaling has been found to be diminished [100,113]. This latter observation may be in accordance with the present results and places the lambs at the beginning of this period, as there were no differences found in the expression of any of the ADRBs analyzed (*ADRB1-3*) between treatments. Further, this lack of sensitivity to the adrenergic pathways seems to be interconnected with the lack of or missing expression of key thermogenic genes found here, such as *UCP1* and *DIO2*, and its transcription activators (PPARs) that were found to be not differentially expressed in the present study’s lambs, or even downregulated as *PPARGC1A* in thyroid tissue in all lambs. Basse et al. [3], utilizing RNAseq in newborn lambs’ perirenal adipose tissue, found not only the loss of *UCP1*, but also the loss of BAT-enriched factors such as *PPARGC1A*, *PPARG* and *DIO2*, which were reduced by day one and poorly expressed after day four. Moreover, another study [63] observed that the sharp fall of *UCP1* on the first day of life was also accompanied by the decline of *PPARGC1A* and *PPARA*, even when the lambs were maintained below their thermoneutral zone. Lomax et al. [63], showed that this cascade of lack or even loss of expression in these key BAT markers occurs soon after birth and marks the ontogenically programmed transformation of BAT to WAT.

Another probable leading factor in this transformation could be the overall underexpression of *VEGFA*. The downregulation of this gene could have imposed an opposite “BAT-like” phenotype in all lambs in this study, which impeded thermogenesis activation. Shimizu et al. [100] observed that *VEGFA* knockout mice had lipid accumulation and mitochondrial dysfunction in adipose tissues, accompanied by an impairment of noradrenergic signaling, suggesting that the absence or decrease in this gene is a primary factor that leads to BAT whitening. Additionally, Kotzbeck et al. [114] stated that BAT whitening is not only induced by factors such as β-adrenergic signaling impairment, but to a lipase deficiency. Therefore, each of these factors, as the lack of differential expression of the ADRBs and lipases (*PNPLA2*, *LIPE*, *MGLL*) found in all lambs in the study between treatments, is capable of inducing macrophage infiltration and brown adipocyte death [114]. In addition, *VEGFA* has anti-inflammatory properties in the adipose tissue [99]; consequently, the reduction in its expression could be leaving BAT unprotected from the inflammation processes that takes place in its transformation to WAT. Consequently, this differentiation from brown to white adipocytes would be initiated, which could also be implied by the overexpression of *KI67* (monoclonal antibody KI67) found in all lamb tissues and treatments and the overexpression of *BMP4* (bone morphogenetic protein 4) found in both tissues under ambient conditions. It is known that these two genes are involved in WAT adipogenesis, where a rise in *BMP4* expression was previously observed with the loss of the BAT phenotype and the continuing differentiation of white adipocytes [29], implying that it might be marking the start of a change over to a WAT phenotype. 

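MKI67 had 445 ± 233 (SD, n = 6) normalized counts in BAT of the cold lambs, 232 ± 125 (SD, n = 6) in the AT lambs, 85.6 ± 60.4 (SD, n = 2) in the controls of the paper and 12.9 in the third control. In thyroid tissue, it had 238 ± 120 under cold, 298 ± 201 under AT, 29.7 ± 15.9 in the 2 controls and 20.6 in the third. BMP4 had 444 ± 117 normalized counts in BAT under cold, 478 ± 183 under AT, 227 ± 66.9 in the 2 controls and 146 in the third. In thyroid tissue, BMP4 had 117 ± 9.81 under cold, 204 ± 144 under AT, 86.7 ± 57.1 in the 2 controls and 112 in the third, so that the mean of the cold lambs lay within 1 SD of that of the controls. The paper proposes that a differentiation from brown to white adipocytes was initiated, and that MKI67 and BMP4 could also imply it.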

Pope et al. [29] also found an overexpression of *KI67* in the proliferative state of white adipocytes, where *UCP1* was not differentially expressed. The present results seem to be in compliance with Pope et al.’s study, where the overexpression of key WAT genes mix in with the lack of differential expression of *UCP1* found here, resulting in the possible ending of BAT and the non-shivering thermogenesis period.

### 4.4. Downregulation of Protein Synthesis

Gene Ontology and pathway analysis showed that the majority of downregulated DEGs in the present tissues and treatments were enriched towards ribosome and protein synthesis and maturation terms. It is known that protein synthesis is energetically expensive [115] and under stress conditions, a rapid attenuation or even a global shutdown of protein synthesis has been described [116]. 

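The lists of ribosome biogenesis and protein folding were also tested with the third control among the controls. The mean log2FC of ribosome biogenesis was then -0.89 in BAT under cold, -0.79 in BAT under AT, -0.99 in thyroid tissue under cold and -0.94 in thyroid tissue under AT. That of protein folding was -0.76, -0.84, -0.88 and -0.82 in the same order. The highest adjusted p of these 8 tests was 2.7e-07 by camera and 0.0273 by fry, for protein folding in thyroid tissue under AT, where fry gave 0.0535 without AT 5 and 0.052 without AT 6. In thyroid tissue, the mean log2 level of the protein folding list was 11.22 in the third control. It was 12.14 in Control 1 and 12.86 in Control 2, with a median of 11.23 over all libraries but the third control. For ribosome biogenesis, the level was 10.51 in the third control, 10.5 in Control 1 and 10.61 in Control 2. Between cold and AT lambs, the mean log2FC of ribosome biogenesis was -0.10 in BAT (camera adjusted p = 0.11) and -0.056 in thyroid tissue (camera adjusted p = 0.0208). With 1 treated lamb left out at a time, it lay between -0.16 (without AT 6) and 4.5e-05 (without AT 4) in BAT and between -0.11 (without AT 5) and 0.024 (without AT 3, camera adjusted p = 0.99) in thyroid tissue. In ribosome biogenesis, the treatments thus differed far less from each other than from the controls. The paper takes from earlier work that protein synthesis, which costs energy, is attenuated under stress. As these terms fell in all tissues and treatments, it proposes that protein production might be lowered for a time in all lambs.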

Since protein misfolding sets a major risk to health of cells and organisms, a protein quality control mechanism exists to maintain protein homeostasis [117,118,119]. Liu et al. [116] observed that this quality control responds under adverse conditions with an inhibition of the translation initiation by halting ribosomes during early elongation. This pausing could represent a co-translational stress response in order to maintain intracellular protein homeostasis, while adapting to a change in the environmental conditions [116,120]. It might be expected to find this downregulation of protein synthesis in both tissues under cold conditions in the present study, as the lambs were subjected to cold and required energy expenditure (heat production) to thermoregulate. This halt in protein production was observed in both tissues under ambient conditions; however, it is possible that the lambs subjected to ambient conditions in the present study could also be experiencing some level of thermoregulatory stress and reconditioning after leaving the uterine environment. Therefore, it could be supposed that all lambs regardless of treatment might be experiencing decreasing protein production as a transient response to the differential environmental conditions post birth. It would be of interest in further studies to determine how long post-birth this activity occurs.

### 4.5. Highly Expressed Immune Defence and Cell Cycle Processes

Gene Ontology and pathway analysis also revealed that the majority of the upregulated DEGs in both tissue types and lamb treatments, were enriched towards immune defense response and cell cycle terms. These immune defense process findings are expected, as it is known that the days following birth are a very vulnerable period of life. 

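Over all 3 controls, every one of the 52 cell cycle genes was higher in BAT under cold (mean log2FC 2.30) and under AT (1.77), and 48 were higher in thyroid tissue under cold (1.28) and under AT (1.39). The highest adjusted p of these 4 tests was 3.4e-10 by camera and 0.0462 by fry, which rose to 0.0921 in BAT under AT without AT 6. For the interferon response, the mean log2FC was 2.65 in BAT under cold, 2.27 in BAT under AT, 1.834 in thyroid tissue under cold and 1.55 in thyroid tissue under AT (highest camera adjusted p 1.7e-11, highest fry adjusted p 0.124, in thyroid tissue under AT, or 0.00313 without Cold 1). Between cold and AT lambs, all 30 interferon genes had a higher mean under cold in both tissues, by 0.38 on the log2 scale in BAT (camera adjusted p = 3.1e-07, fry adjusted p = 0.43) and by 0.29 in thyroid tissue (camera adjusted p = 0.000108, fry adjusted p = 0.603). This rests on Cold 1. Without it, the difference was 0.099 in BAT, with 18 of the 30 genes higher under cold (camera adjusted p = 0.0282), and -0.093 in thyroid tissue, with 8 of the 30 higher (camera adjusted p = 0.0547). The paper explains the immune defense terms by the days after birth, which are known to be a vulnerable period, and by the naïve immune system of newborn lambs.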

The development of the immune system commences during the early stages of fetal life, but at birth, newborn lambs are immunologically naïve [121], as immunoglobulins are not passed through the ovine placenta [122,123]. Passive immunity is provided via colostrum intake, but as observed by Sanglid et al., [124], the newborn’s gut needs to be permeable to the passage of macromolecules, therefore leaving the lamb vulnerable to pathogen ingestion. In accordance with the multiple GO terms and pathways found, including those classified as being “defense response”, “regulation of immune system process” and “response to virus”, the lambs in the present study had their immune defense boosted above most other biological processes. This biological process likely helps prepare the lambs against possible viral infections and other harmful pathogens. In relation to the increase in cell cycle terms, this abundance in cell proliferation may come from the postnatal transformation of brown adipocytes to white adipocytes. Basse et al. [3], who observed the transition from BAT to WAT in sheep, stated that it could be the case that the proliferation of white adipose precursor cells was in fact contributing to whitening. This statement potentially supports the idea that the rise in cell proliferation seen in the samples of this study might be linked to the whitening process, as this seems to be added as part of that cascade of events, which was previously discussed here.

## 5. Conclusions

This study provides an in-depth gene expression analysis of the main characters involved in the thermogenesis and whitening mechanisms that take place in the newborn lamb. The data from the present study add value to the understanding of the molecular processes that underlie these changes in first few days of life where currently little is known, and the interaction between these complex factors. This study shows that the heat production peak under cold exposure occurs in a very fast and immediate way, such that it may seem undetectable by day 3 of life. Moreover, these changes in expression might give way to the whitening of the adipose tissue, summing up the non-shivering thermogenesis period.

## Figures and Tables

**Figure 1:**
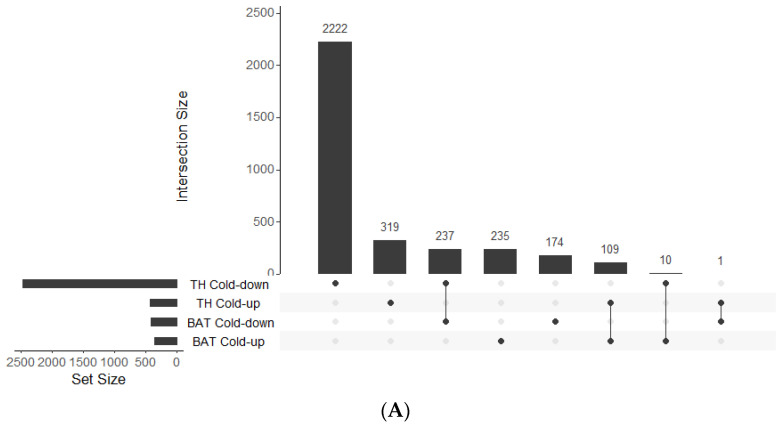

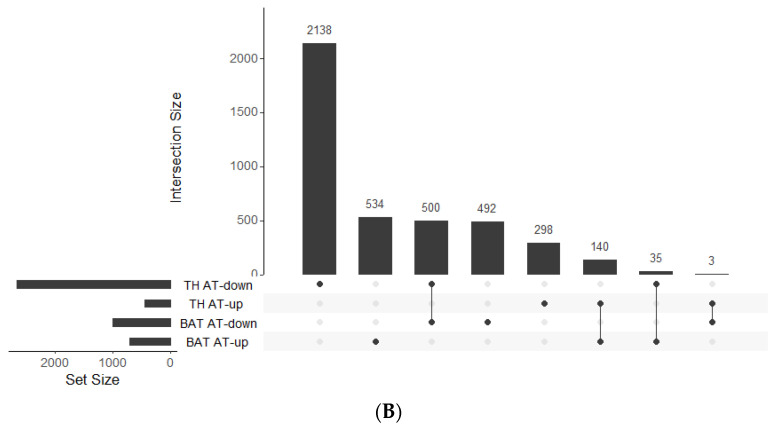
UpSet plots showing the intersection of the number of genes between experimental groups. (**A**) Intersection of genes expressed in BAT and thyroid tissue (TH) of lambs under cold temperature (4 °C). (**B**) Intersection of genes expressed in BAT and thyroid tissue of lambs under ambient temperature (AT, 20–22 °C). All genes depicted here had a cutoff of log2Fold Change ≥ |1| and an adjusted *p*-value < 0.05. The UpSet plots visualize the intersection between sets, which are the rows in the matrix, and the columns correspond to the intersections between these sets.

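Of the 14403 genes tested in both tissues, 28 were upregulated in both tissues under cold, where 1.42 would be shared if the calls of the tissues were unrelated. Another 39 were downregulated in both tissues under cold, where 5.88 would be shared. No gene was called in opposite directions under cold. Under ambient temperature, 67 genes were upregulated in both tissues (6.85 if unrelated) and 125 were downregulated in both (27.8 if unrelated). A further 7 genes were upregulated in BAT and downregulated in thyroid tissue under AT (24.0 if unrelated), and none was downregulated in BAT and upregulated in thyroid tissue. All 3 controls gave 99 genes upregulated and 99 downregulated in both tissues under cold, which moved the cold numbers the most. For the genes downregulated in both tissues under AT, |log2FC| ≥ 0.55 did so, with 403 genes, while all 3 controls gave 115. Under TMM scaling, 63 were upregulated and 19 downregulated in both tissues under cold, and 106 and 42 under AT. Both tissues come from the same lambs and the controls are the same 2 lambs, so the calls in the tissues are not independent. Whether the change itself differed between the tissues was tested in one fit of all 28 libraries. The cold response differed in 31 genes (|log2FC| ≥ 1 and an edgeR adjusted p under 0.05), 28 with a higher log2FC in BAT and 3 with a higher log2FC in thyroid tissue, and the AT response in 283 genes, 256 and 27 in turn. With TMM scaling, the cold response differed in 35 genes (25 and 10) and the AT response in 194 genes (119 and 75), and all 3 controls gave 91 and 742 genes.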

**Figure 2:**
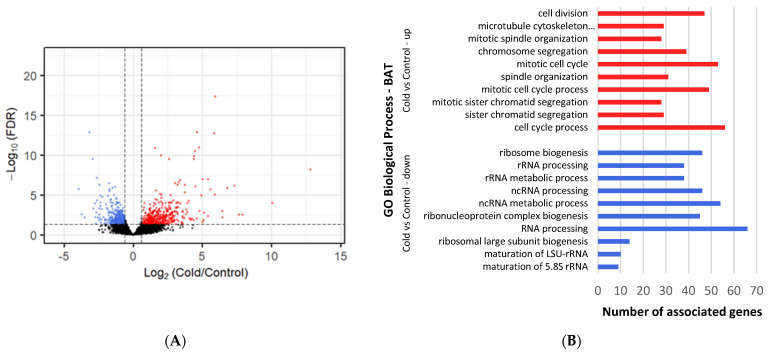
Differential gene expression and enrichment in BAT of lambs under cold temperature (4 °C). (**A**) Volcano plot comparing downregulated (blue dots) and upregulated (red dots) gene expression that occurs after cold exposure. Dotted lines indicate cutoffs, *p* adj-value < 0.05 and log2Fold Change (Cold/Control) ≥ |1|. Black dots represent genes that are not significantly different. (**B**) The most significant (those with lowest *p*-value) up (red lines) and downregulated (blue lines) DEGs enriched Biological Process GO terms, as determined by g:Profiler (*p* adj-value < 0.05), in brown fat tissue exposed to cold. Names of GO terms are indicated on the Y-axis, and the number of enriched genes for each term is represented on the X-axis.

**Figure 3:**
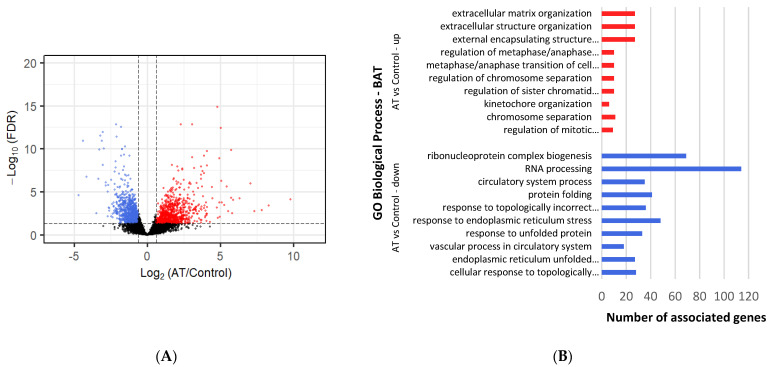
Differential gene expression and enrichment in BAT of lambs under ambient temperature (20–22 °C). (**A**) Volcano plot comparing downregulated (blue dots) and upregulated (red dots) gene expression that occurs at AT exposure. Dotted lines indicate cutoffs, *p* adj-value < 0.05 and log2Fold Change (AT/Control) ≥ |1|. Black dots represent genes that are not significantly different. (**B**) The most significant (those with lowest *p*-value) up (red lines) and downregulated (blue lines) DEGs enriched Biological Process GO terms, as determined by g:Profiler (*p* adj-value < 0.05), in brown fat tissue at AT. Names of GO terms are indicated on the Y-axis, and the number of enriched genes for each term is represented on the X-axis.

**Figure 4:**
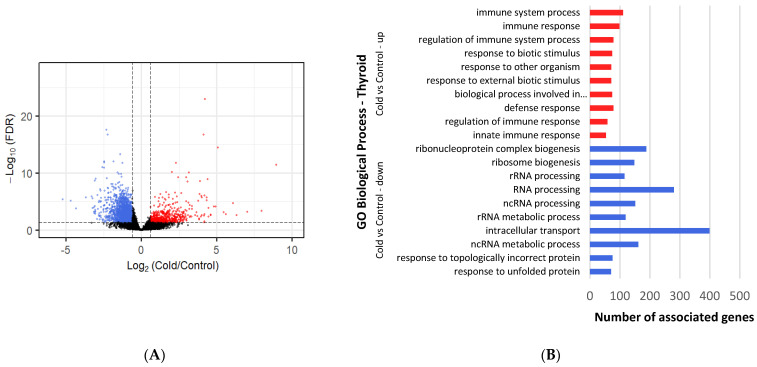
Differential gene expression and enrichment in thyroid tissue of lambs under cold temperature (4 °C). (**A**) Volcano plot comparing downregulated (blue dots) and upregulated (red dots) gene expression that occurs after cold exposure. Dotted lines indicate cutoffs, *p* adj-value < 0.05 and log2Fold Change (cold/control) ≥ |1|. Black dots represent genes that are not significantly different. (**B**) The most significant (those with lowest *p*-value) up (red lines) and downregulated (blue lines) DEGs enriched Biological Process GO terms, as determined by g:Profiler (*p* adj-value < 0.05), in thyroid tissue exposed to cold. Names of GO terms are indicated on the Y-axis, and the number of enriched genes for each term is represented on the X-axis.

**Figure 5:**
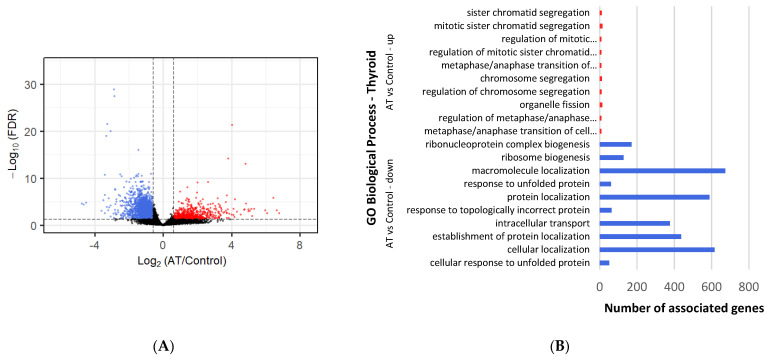
Differential gene expression and enrichment in thyroid tissue of lambs under ambient temperature (20–22 °C). (**A**) Volcano plot comparing downregulated (blue dots) and upregulated (red dots) gene expression that occurs at AT exposure. Dotted lines indicate cutoffs, *p* adj-value < 0.05 and log2Fold Change (AT/Control) ≥ |1|. Black dots represent genes that are not significantly different. (**B**) The most significant (those with lowest *p*-value) up (red lines) and downregulated (blue lines) DEGs enriched Biological Process GO terms, as determined by g:Profiler (*p* adj-value < 0.05), in thyroid tissue at AT. Names of GO terms are indicated on the Y-axis, and the number of enriched genes for each term is represented on the X-axis.

**Figure 6:**
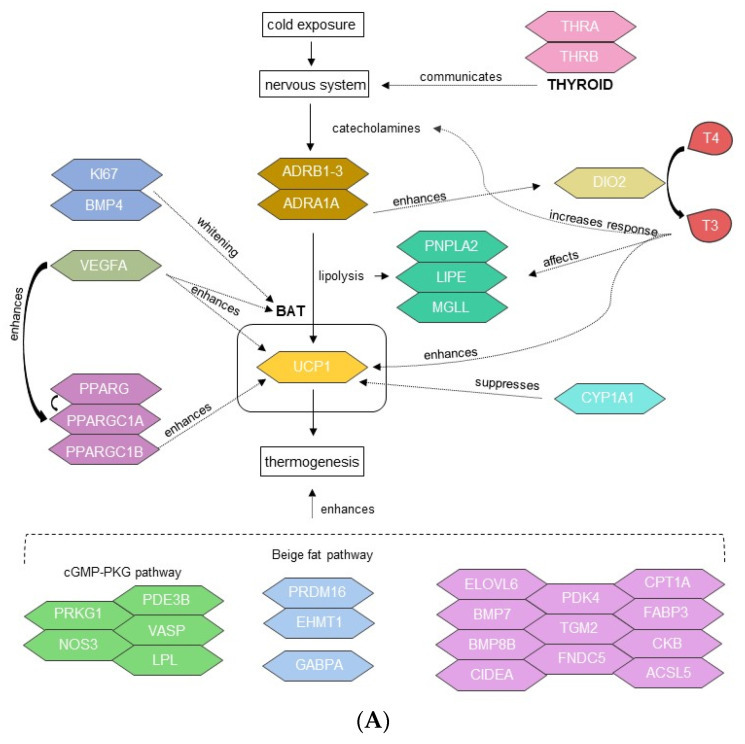

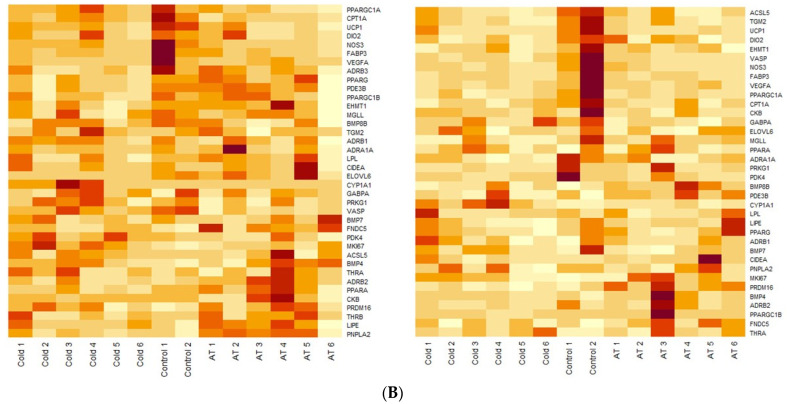
Characters involved in thermogenesis and BAT whitening. (**A**) Diagram of the thermogenic/whitening network, composed by the 38 analyzed genes. (**B**) Heatmaps of the 38 uniquely analyzed genes in BAT (left) and thyroid tissue (right), clustered from the normalized counts per gene matrix from the DESeq2 analysis for each group of samples; cold, control and ambient. The genes *ADRB3* and *THRB* were excluded from the thyroid heatmap due to insufficient counts. Cold 1 to Cold 6 represent animals kept at 4 °C (cold) for two days, AT 1 to AT 6 represent animals kept at 20–22 °C (ambient temperature) for two days, and Control 1 and Control 2 represent the control lambs that were euthanized within 12–24 h after birth.

**Table 1:** Selected genes with a role in thermoregulation or BAT whitening within each group.

Gene	Tissue	Cold/Ctrl log2FoldChange	Cold/Ctrl *p*-adj	AT/Ctrl log2FoldChange	AT/Ctrl *p*-adj	Cold/AT log2FoldChange	Cold/AT *p*-adj
*PPARGC1A*	BAT	−0.52	0.64	−1.3	0.08	0.78	0.32
	Thyroid	−1.23	<0.05	−1.2	<0.05	−0.03	1.00
*BMP4*	BAT	0.97	0.13	1.08	<0.05	−0.11	0.89
	Thyroid	0.43	0.59	1.23	0.06	−0.80	0.96
*PDK4*	BAT	0.76	0.48	−0.29	0.79	1.04	0.17
	Thyroid	−2.40	<0.05	−1.83	0.09	−0.57	1.00
*TGM2*	BAT	0.14	0.85	−0.05	0.94	0.19	0.72
	Thyroid	−1.36	<0.05	−1.31	<0.05	−0.05	1.00
*FNDC5*	BAT	1.27	0.06	1.95	<0.05	−0.69	0.27
	Thyroid	0.33	0.65	0.97	0.11	−0.64	1.00
*ACSL5*	BAT	0.28	0.73	0.28	0.65	−0.01	0.99
	Thyroid	−0.88	<0.05	−0.81	<0.05	−0.07	1.00
*CPT1A*	BAT	−0.95	0.06	−1.59	<0.05	0.63	0.17
	Thyroid	−0.94	<0.05	−0.93	<0.05	0.00	1.00
*FABP3*	BAT	−1.74	<0.05	−2.01	<0.05	0.27	0.78
	Thyroid	−2.20	<0.05	−2.29	<0.05	0.09	1.00
*NOS3*	BAT	−1.40	<0.05	−1.87	<0.05	0.47	0.35
	Thyroid	−1.53	<0.05	−1.46	<0.05	−0.07	1.00
*VASP*	BAT	−0.38	0.33	−0.75	<0.05	0.37	0.23
	Thyroid	−0.94	<0.05	−0.92	<0.05	−0.02	1.00
*PRDM16*	BAT	0.98	0.15	1.16	<0.05	−0.18	0.81
	Thyroid	−0.12	0.87	0.72	0.21	−0.85	0.66
*VEGFA*	BAT	−1.79	<0.05	−1.53	<0.05	−0.26	0.73
	Thyroid	−1.32	<0.05	−1.16	<0.05	−0.16	1.00
*CYP1A1*	BAT	12.80	<0.05	7.33	<0.05	5.47	<0.05
	Thyroid	8.98	<0.05	6.44	<0.05	2.54	0.22
*MKI67*	BAT	2.39	<0.05	1.45	0.07	0.94	0.25
	Thyroid	3.01	<0.05	3.33	<0.05	−0.33	1.00

*UCP1*, *ADRB1-3*, *ADRA1A*, *PPARGC1B*, *PPARA*, *PPARG*, *ELOVL6*, *BMP7*, *BMP8B*, *CIDEA*, *CKB*, *PRKG1*, *PDE3B*, *LPL*, *EHMT1*, *GABPA*, *THRA*, *THRB*, *DIO2*, *PNPLA2*, *LIPE* and *MGLL* were not included in this table as they were not significant in any tissue/treatment (*p*-adj > 0.05). Cold/Ctrl: analysis of cold temperature vs. control; AT/Ctrl: analysis of ambient temperature vs. control; Cold/AT: analysis of cold temperature vs. ambient temperature.

## Data Availability

The dataset supporting the conclusions of this article is available in the NCBI Gene Expression Omnibus (GEO accession number: GSE210259, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210259).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/metabo12100996/s1, Table S1: Read numbers throughout the analysis and RIN values of RNA samples; Table S2: DEGs list per tissue-treatment; Table S3: DESeq results for the 38 analyzed genes; Table S4: GO terms and pathways per tissue-treatment; Table S5: Primer sequences for RT-qPCR; Figure S1: PCA plots of control vs. cold vs. ambient-temperature groups of BAT and thyroid tissue; Figure S2: RT-qPCR validation figures.

## Abbreviations

*UCP1*: uncoupling protein 1; *ACTB*: Beta-actin; *ADRB1-3*: adrenoceptor beta 1-3; *ADRA1A*: Adrenoceptor Alpha 1A; *BMP4*: bone morphogenetic protein 4; *CYP1A1*: cytochrome P450 1A1; *DIO2*: iodothyronine deiodinase 2; *GAPDH*: Glyceraldehyde-3-phosphate dehydrogenase; *HUWE1*: HECT, UBA and WWE domain-containing 1; *KI67*: monoclonal antibody KI67; *LIPE*: lipase E; *MGLL*: monoglyceride lipase; *PPARGC1A*: peroxisome proliferator-activated receptor gamma coactivator 1-alpha; *PPARGC1B*: peroxisome proliferator-activated receptor gamma coactivator 1-beta; *PNPLA2*: patatin-like phospholipase domain-containing 2; *PPARA*: peroxisome proliferator activated receptor alpha; *PPARG*: peroxisome proliferator activated receptor gamma; *RPL19*: ribosomal protein L19; *THRA*: thyroid hormone receptor alpha; *THRB*: thyroid hormone receptor beta; T3: tri-iodothyronine; T4: thyroxine; *VEGFA*: vascular endothelium growth factor; *ELOVL6*: Fatty Acid Elongase 6; *BMP7*: Bone Morphogenetic Protein 7; *BMP8B*: Bone Morphogenetic Protein 8b; *CIDEA*: Cell Death-inducing DFFA-like Effector A; *CKB*: Creatine Kinase B; *PDK4*: Isozyme 4; *TGM2*: Transglutaminase 2; *FNDC5*: Fibronectin Type III Domain Containing 5; *ACSL5*: Acyl CoA synthetase 5; *CPT1A*: Carnitine Palmitoyltransferase 1A; *FABP3*: Fatty Acid-Binding Protein 3; *PRKG1*: Protein Kinase CGMP-Dependent 1; *NOS3*: Nitric Oxide Synthase 3; *PDE3B*: Phosphodiesterase 3B; *VASP*: Vasodilator Stimulated Phosphoprotein; *LPL*: Lipoprotein Lipase; *PRDM16*: PR domain-containing 16; *EHMT1*: Euchromatic Histone-Lysine N-Methyltransferase 1; *GABPA*: GA-Binding Protein alpha.

# Supplementary material for: RNAseq Analysis of Brown Adipose Tissue and Thyroid of Newborn Lambs Subjected to Short-Term Cold Exposure Reveals Signs of Early Whitening of Adipose Tissue
**Source:** Metabolites. 2022 Oct 20;12(10):996. doi: 10.3390/metabo12100996

**Figure S1.** Principal component analysis (PCA) plots of normalised sequence read counts in control vs. cold vs. ambient temperature groups for brown adipose tissue (BAT) (left) and thyroid tissue (TH) (right).

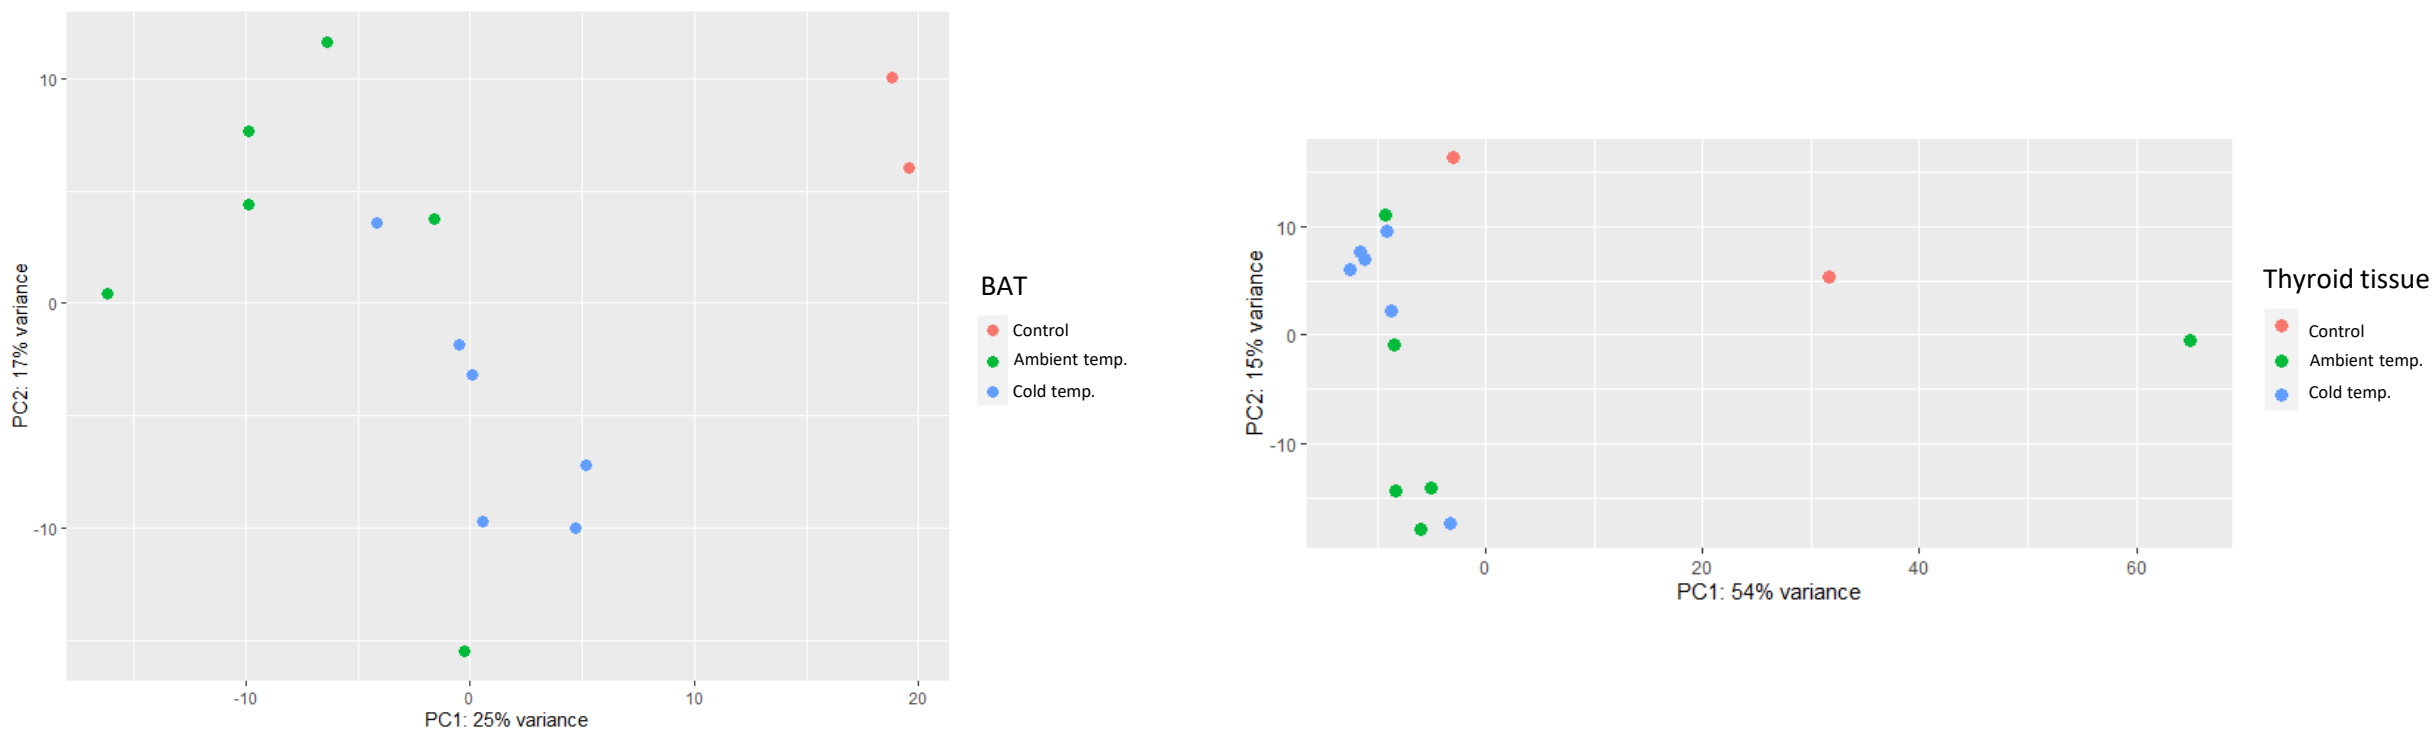

**Supplement:** Supplementary file 1

# Supplementary material for: RNAseq Analysis of Brown Adipose Tissue and Thyroid of Newborn Lambs Subjected to Short-Term Cold Exposure Reveals Signs of Early Whitening of Adipose Tissue
**Source:** Metabolites. 2022 Oct 20;12(10):996. doi: 10.3390/metabo12100996
**Supplement:** Supplementary file 1

**Figure S2.** Fold change results of RT-qPCR target and endogenous genes compared to its corresponding RNAseq result (log2FC ± SE ).

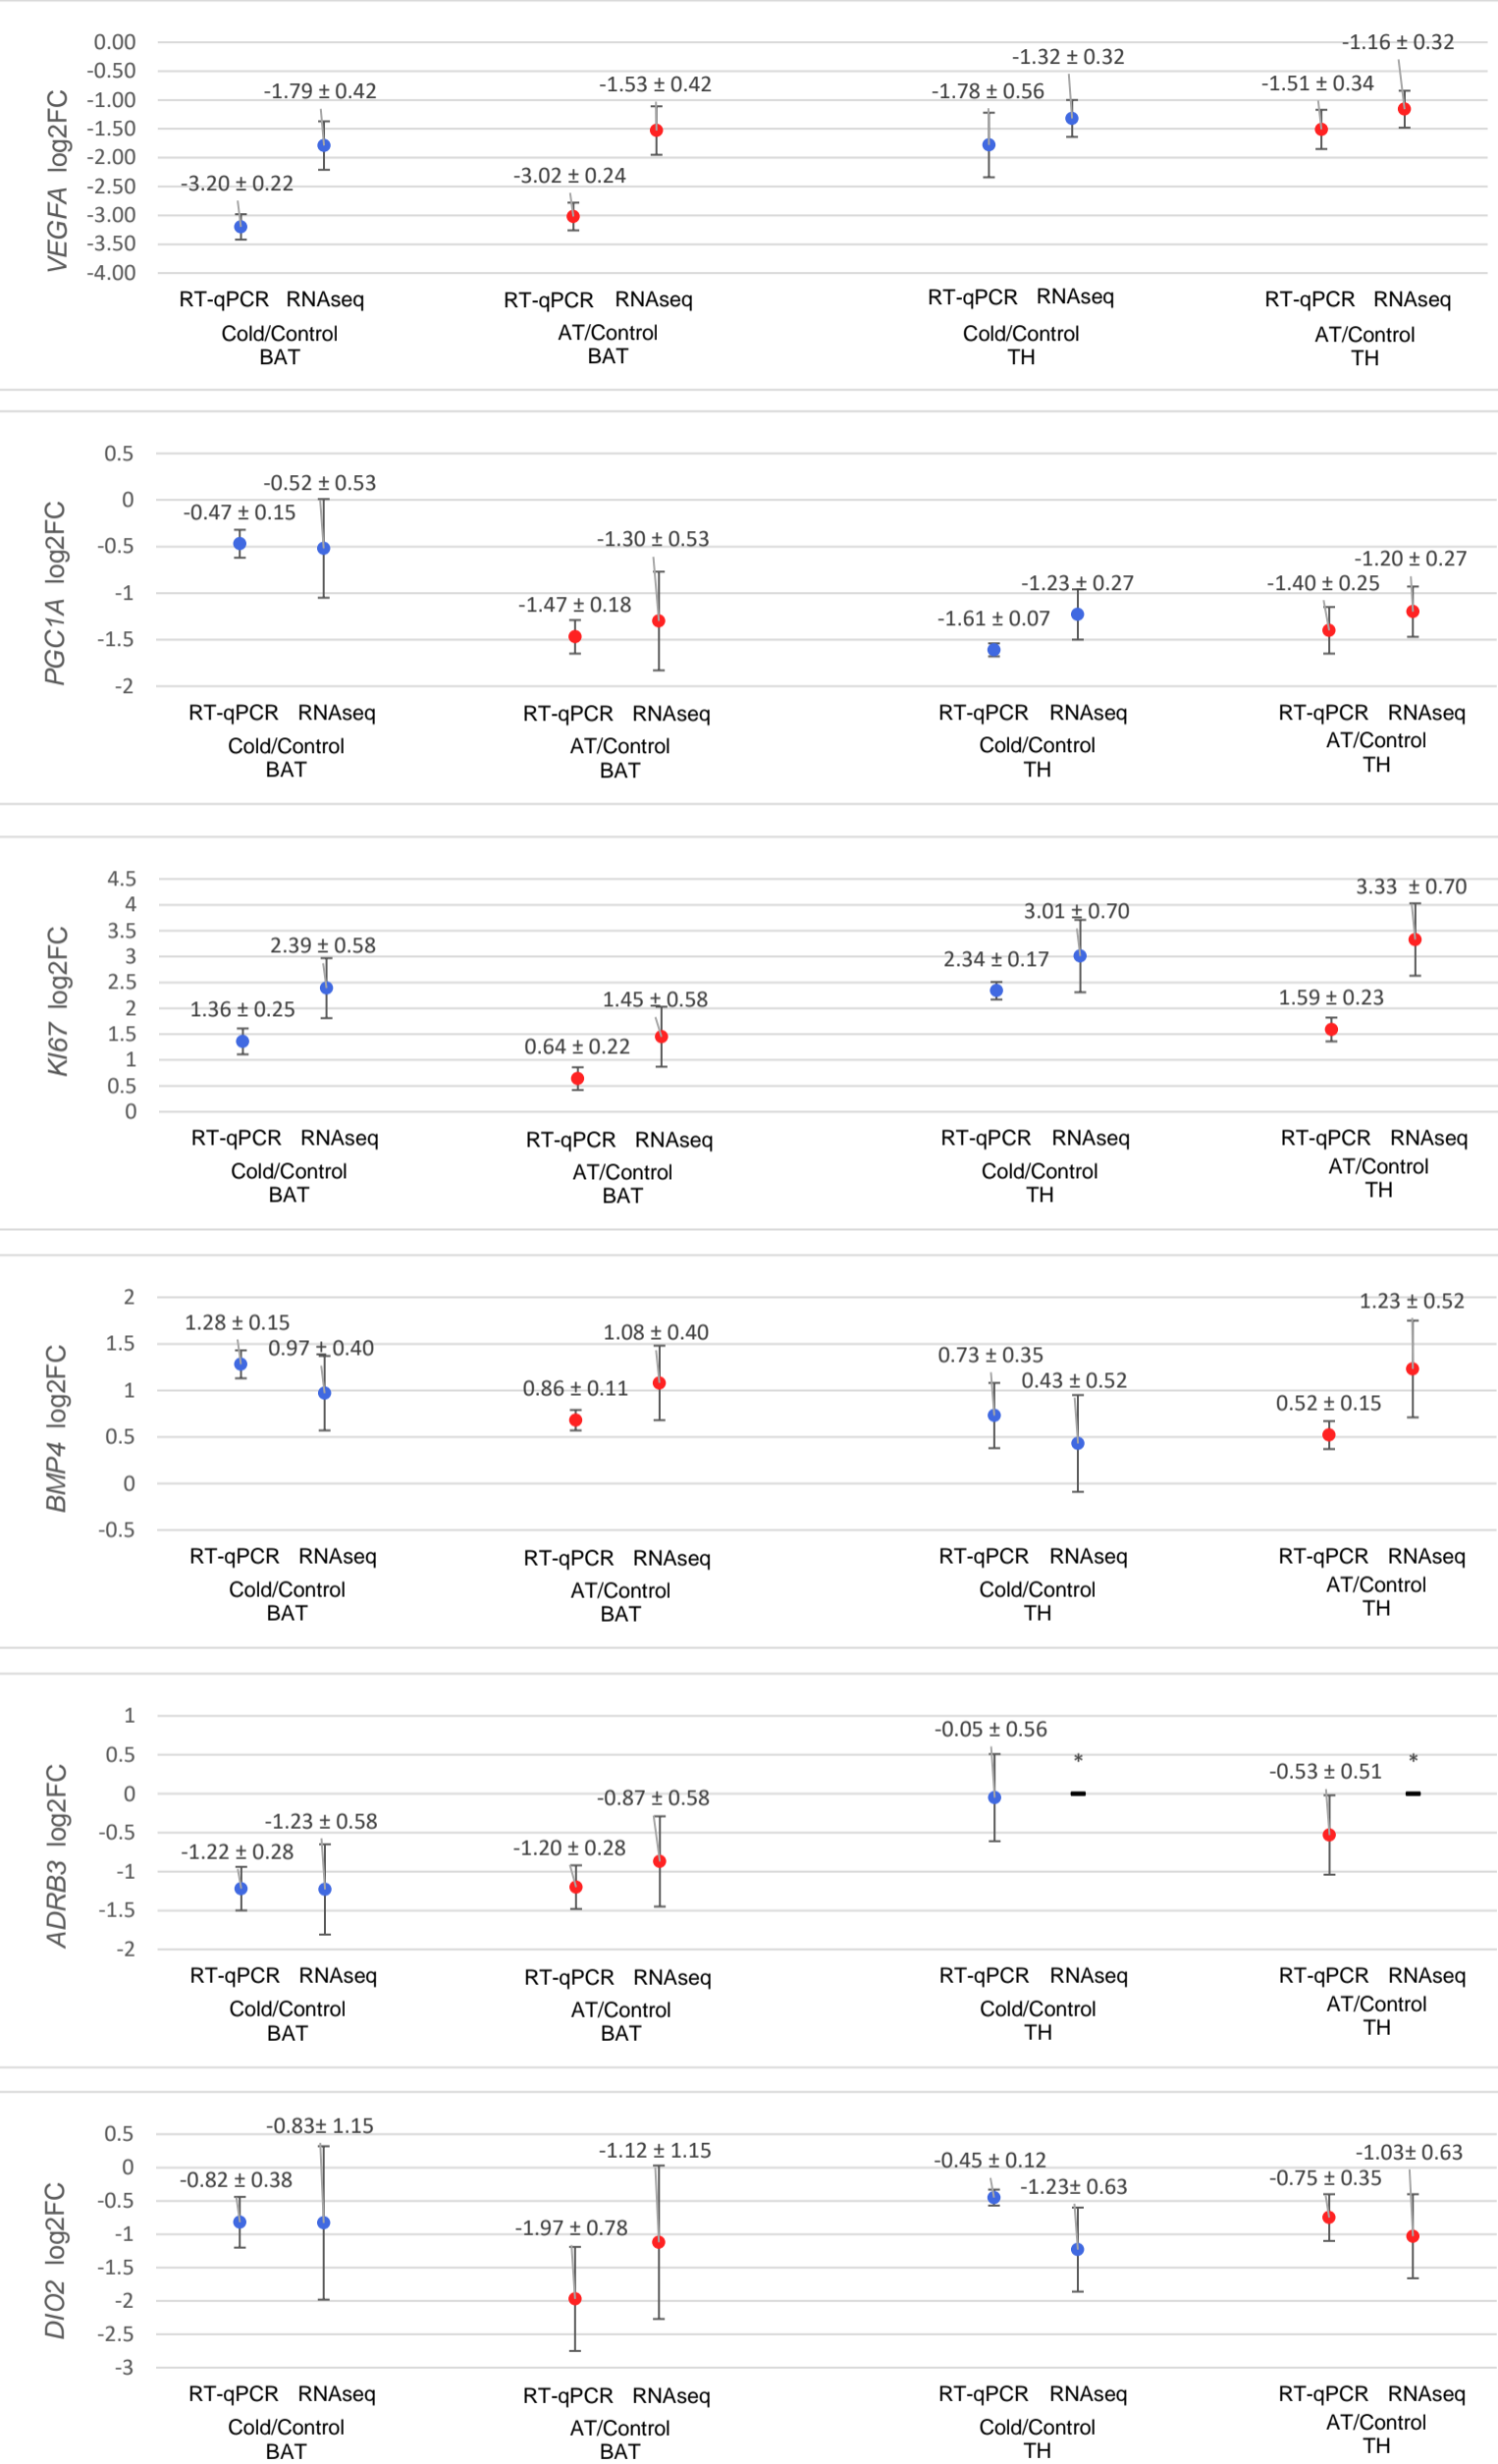

\* Not enough counts for calculation of log2FC of ADRB3 in thyroid tissue via RNAseq

How the deposited data were processed for this re-analysis (not part of the article)

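RNA was measured in BAT from around the kidneys and in thyroid tissue of 15 newborn Romney lambs: 6 kept for 2 days at 4 °C (cold), 6 kept for 2 days at 20–22 °C (ambient temperature, AT) and 3 controls sampled at the start. Treatment and time after birth change together against the controls, since the treated lambs were 2 days older, and only cold against AT compares lambs of one age. The 2 libraries of a lamb come from the same animal by the number in their names.

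The authors made the values by extracting RNA with TRIzol, capturing mRNA with oligo(dT) beads, sequencing read pairs on the BGISEQ-500 platform, trimming with Trimmomatic, aligning with STAR to the Rambouillet genome with its RefSeq annotation, and counting reads per gene with featureCounts, including reads that map to several places. They deposited whole-number counts per gene and library without normalization. The count table holds 28524 genes, of which 10441 have a name starting with LOC, and 2 names occur a second time. All counts were used as deposited. Of the gene names, 22250 are in the RefSeq table used here, which belongs to ARS-UI_Ramb_v3.0, another build than the authors', so no coordinates are given. The sum of each of the 30 libraries equals the number of assigned reads in Table S1, which identified the RNA integrity number of each library. The paper's text does not name whether the counting used the strand, so antisense and overlapping genes are uncertain.

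The depth was between 31556500 and 37025998 counts per library in BAT and between 25062784 and 30124871 in thyroid tissue. In BAT, LOC114112617 and LOC114115287 took a median of 63.2% of the counts, so that the depth of the other genes was lower than the totals. No pair of libraries of a tissue differed by as little as sampling noise (lowest chi-square per degree of freedom 41.5 in BAT and 31.3 in thyroid tissue), and each library was counted as 1 sample.

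The paper left 1 control out of each tissue for outlier counts overall. Its normalized counts per lamb in Table S3 were proportional to the counts of one library each, which identified the 2 controls it used as the same lambs in both tissues. All results were computed with these 2 controls and again with all 3 controls. Before the data were examined, the tests, the thresholds, the samples, the alternatives, the gene lists and the rule for named genes had been set. By this rule, the named genes are the 38 genes of the paper, the reference genes, and for each comparison the 3 genes with the largest positive and the 3 with the largest negative log2FC among called genes with a symbol not starting with LOC and no overlap between the groups. A gene or library named outside this rule was chosen after its values were seen.

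Counts were tested per tissue by edgeR 4.0.16 (R 4.3.3), with dispersions and quasi-likelihood fits in robust mode, all 3 groups in one fit, and offsets from the size factors of ACTB, RPL19 and HUWE1 computed by DESeq2 1.42.0. Genes with at least 10 reads in at least 10 libraries were kept, which is one reading of the filter in the paper's methods, 14905 in BAT and 16122 in thyroid tissue. The 2-sided p-values were adjusted by Benjamini-Hochberg, and a gene was called at |log2FC| ≥ 1 and an adjusted p under 0.05. For the 38 genes the calls were also made at the adjusted p alone. A log2FC against a group with at most 3 counts in every library is given as a bound, from the mean of the higher group over 3 counts at the size factor of the shallowest library of that group. Differences between the tissues were tested in one fit of the libraries of both tissues. Normalized counts are deposited counts divided by the size factor, and values per group are their mean and SD. Exact permutation tests of single genes used the mean of log2(normalized count + 1), with 28 splits for 2 controls and 84 for 3 controls against 6 lambs. PCA used DESeq2's variance-stabilizing transformation and the 1000 most variable genes.

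Gene lists were written from general knowledge of gene families. The lists for cell cycle, interferon response, ribosome biogenesis, protein folding and extracellular matrix stand in for the terms the paper reports. The lists for brown adipocytes, white adipocytes, oxidative phosphorylation and targets of the aryl hydrocarbon receptor were written for hypotheses, and a further 12 lists hold markers of cell types. They were tested by camera in limma 3.58.1 on counts weighted by voom, with fry beside it. The between-group share of variance was tested by 100000 permutations.

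The alternatives were TMM scaling, DESeq2's median-of-ratios size factors, DESeq2's Wald test with the reference genes, all 3 controls, each control and each treated lamb left out in turn (for the gene lists, the treated lambs only after the data were seen), no filter beyond 1 read in any library, edgeR's filterByExpr, only the 2 groups compared, the RNA integrity number as a covariate, a threshold of |log2FC| ≥ 0.55, and the adjusted p alone. Others were added after the data were seen. Plots were drawn with matplotlib 3.10.9.

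Counts were simulated with 200 changed genes, and the raised ones had a median log2FC of 2.009 in BAT and 2.035 in thyroid tissue. Smaller changes were not simulated. On these counts, the edgeR test with 2 controls recovered 74% of the changed genes in BAT and 72% in thyroid tissue, with 6 and 7 false calls. Between 6 and 6 lambs, it recovered 93% and 91%, with 22 and 3 false calls. DESeq2 recovered 84.5% and 82.5% with 2 controls, with 19 and 33 false calls. Between 6 and 6 lambs, DESeq2 recovered 95% and 93%, with 77 and 15 false calls. The pairing of the tissues was checked by the correlation, across genes, of the deviations of each lamb from its group in BAT with those in thyroid tissue. It was 0.224 at the median of 14 lambs, over 0.1 in 13 of them, and -0.056 between different lambs. The block fit therefore uses the lamb. Comparisons of cold and of AT with control share the controls. In 20 simulations of unchanged groups against the same controls, the log2FC of the treatments correlated at 0.759 in BAT and 0.778 in thyroid tissue across genes, where the data gave 0.860 and 0.746. The share of genes with the same sign was 76.6% and 76.8% in the simulations and 82.4% and 88.8% in the data. No gene was called in both treatments in the median simulation, against 156 genes in BAT and 903 in thyroid tissue in the data, all in the same direction. The median simulation called no gene in either treatment alone, so a lack of shared calls was set in advance. It does not tell how many of the shared calls in the data come from the shared controls. RT-qPCR, Gene Ontology terms and pathways were not analysed here.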

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

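In this part, only the test of the interferon score between the tissues and, in general form, the test for another cell type in the control library left out by the paper were chosen before their results were seen, so that the parts of the latter by tissue and all other tests here were chosen only after the result was seen. Values of single lambs were compared within each group of 6, and a lamb stood apart where its gap to the nearest lamb, divided by the range of the group, exceeded Dixon's 95% critical value for 6 samples. Of 256 groups compared, 33 did so, where about 12.8 would by chance. Among the groups for the 38 genes of the paper, 15 of 152 did. Gene values are log2 of normalized counts plus 1, and scores of a gene list are the mean of these values over its genes.

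In BAT, AT 6 was apart from the other 5 AT lambs in several adipocyte genes. It had 6.07 for ADRB3 (8.19 to 9.37 in the others), 7.65 for PPARGC1B (9.35 to 10.20), 8.87 for PDE3B (10.06 to 10.38), 11.67 for PNPLA2 (13.77 to 13.95) and 9.09 for LIPE (10.84 to 11.42). Its score was 9.42 for oxidative phosphorylation (10.43 to 10.80 in the others), 5.23 for brown adipocytes (6.68 to 7.28) and 9.47 for adipocytes (11.08 to 11.99). Its size factor was 1.84, against 0.608 to 1.05 in the others. Scaling of that library would lower all genes alike, but the median difference of all tested genes from the other AT lambs was -0.29 on the log2 scale, and that of the adipocyte list -2.03, which argues against scaling as the whole cause. A smaller share of adipocytes in this sample is another candidate explanation. It would raise the markers of the other cell types, and here cell cycle genes were higher by 1.09 and extracellular matrix genes by 0.63, while endothelial genes (0.02) and smooth muscle genes (0.03) were level and macrophage genes differed by -0.66. A smaller share of adipocytes and a change within the adipocytes cannot be told apart, since the share of each cell type is not known from these counts. White adipocyte genes differed by -0.47 and interferon genes by -0.50. The paper gives no batch that would separate this lamb, and no biological explanation was tested.

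In thyroid tissue, AT 3 was apart on the first principal component, with 79.5 against -11.2 to -6.41 in the other AT lambs. Its score for skeletal muscle was 17.44 (4.70 to 6.58 in the others), for smooth muscle 10.73 (8.33 to 9.20), for oxidative phosphorylation 12.26 (10.21 to 10.56) and for ribosome biogenesis 10.10 (9.40 to 9.66). It also had 9.35 for PPARGC1B (5.32 to 5.85) and 10.30 for PRKG1 (7.14 to 8.05). Skeletal muscle in that sample may be the cause of its place on the component. All 10 skeletal muscle genes among the 1000 genes entered were among the 100 top loadings of the component, where 1 would be by chance. Control 1 was next on the component, at 39.9. The list took 9.75% of the counts of AT 3, 1.27% of those of Control 1 and at most 0.018% of those of any other library. ACTA1 had 993306 counts in AT 3, 122744 in Control 1 and at most 1660 elsewhere, and CKM had 135231 and 43668 counts in these libraries, 348 in the third control and at most 202 in the others. An exchange of the labels of AT 3 and a control is argued against by the genes called higher under cold in thyroid tissue. Over these, AT 3 lay at 0.905 on a scale from 0 (the controls) to 1 (the cold lambs), while the third control lay at 0.238. Over the genes called lower, AT 3 lay at 0.661, the third control at 0.798 and the other AT lambs between 0.922 and 1.13. With AT 3 in place of the third control among the controls, 1461 genes were called for AT, against 1141 with the real labels. The lower genes and this number do not argue against an exchange, so it is not ruled out.

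The muscle share of Control 1 bears on a gene named at a claim. KLHL40, a gene of skeletal muscle, had a log2FC of -5.24 in thyroid tissue under cold and -0.84 without Control 1, which is consistent with skeletal muscle in that control as the source of the fall.

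In thyroid tissue, Cold 4 had -23.4 on the second principal component, against 2.45 to 12.6 in the other cold lambs. Its scores were 10.39 for parathyroid or C cells (5.02 to 6.62 in the others), 7.93 for skeletal muscle (4.13 to 4.97) and 4.26 for thymus or T cells (3.12 to 3.49). Its count of CALCA was 170290, and AT 4 with 263982 and AT 5 with 127419 were in the same range. All 4 genes of the parathyroid or C cell list that entered the analysis were among the 100 top loadings of the component, where 0.4 would be by chance, which is consistent with a larger share of C cells in the piece sampled. C cells belong to the thyroid gland, so their share may vary with where the piece was taken.

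The control lamb left out by the paper had 4571 counts of PTH, the gene of parathyroid hormone, in thyroid tissue, against at most 128 in the other libraries. GCM2 (440 counts, at most 14 elsewhere) and CHGA (26670 counts, at most 1704 elsewhere) were raised in it as well, while CALCA, at 17286 counts, was not. PTH, GCM2 and CHGA together, chosen after their counts were seen, took 0.126% of its counts and at most 0.0061% of those of the others. The whole list of parathyroid or C cell genes includes CALCA. It took 0.202% of the counts of this library and up to 0.995% of those of the others (AT 4). The list as a whole thus does not set this library apart by its share. The score of the list does, at 12.17 against at most 10.39 elsewhere. The counts of PTH, GCM2 and CHGA are consistent with some parathyroid tissue in that sample. The share of parathyroid tissue is not known from these counts. Whether such a share would explain that this library differs over many genes was not tested. Over the genes called lower in thyroid tissue under cold, that library lay near the cold lambs, at 0.798 on the scale from the other controls to the cold lambs, and at 0.612 with TMM scaling. Whether scaling to the 3 reference genes or a difference of this lamb places it there cannot be told apart, since TMM moves the position only in part and 1 lamb gives no spread. In BAT of the same lamb, adrenal genes had a score of 4.06, against at most 2.92 elsewhere, with 1211 counts of STAR (at most 894 elsewhere) and 62 of CYP17A1 (at most 24). Adrenal tissue is argued against, since it would also bring many reads of CYP11A1, which had 4 counts, as many as the highest other library, and of NR5A1 and HSD3B1, which had 0. Its endothelial score was 9.78, against at least 11.45 elsewhere, and its adipocyte score 12.85, against at most 11.99. Over the genes called in BAT under cold it lay near the other controls, at 0.0793 on the same scale with TMM.

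The response differed between the tissues by a test of the difference itself. The cold response differed in 31 genes, 28 of them higher in BAT, and the AT response in 283 genes, 256 of them higher in BAT. With the lamb as a block, 42 genes differed in the cold response. With TMM scaling, 194 genes differed in the AT response, which argues against scaling to the 3 reference genes as the source of the differences altogether. How many are higher in BAT depends on the scaling, with 119 of the 194 under TMM. Scaling to the reference genes and a biological difference cannot be told apart as the source of the surplus in BAT, since each tissue has its own reference level. None of the 38 genes of the paper differed between the tissues at an adjusted p under 0.05. Over all 3 controls, ACSL5 (adjusted p = 0.0409) and PNPLA2 (adjusted p = 0.0143) did for AT by edgeR, and their adjusted p was 0.179 and 0.243 with the 2 controls.

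The remaining lambs stood apart in 1 measure or a pair of measures each, and an explanation was tested only for the interferon score of Cold 1 and CYP1A1 of AT 5. In BAT, Cold 3 had 10.07 for VASP (9.40 to 9.64 in the others), Cold 5 a score of 3.39 for skeletal muscle (3.80 to 4.02), AT 1 a score of 3.68 for thyrocytes (2.22 to 2.43) and AT 2 a score of 4.06 for thymus or T cells (1.63 to 2.53). In thyroid tissue, AT 5 had 7.62 for CIDEA (5.34 to 6.08) and 4.38 for CYP1A1 (7.76 to 9.40), AT 1 had 8.82 for NOS3 (8.16 to 8.38) and AT 6 had 8.09 for LIPE (6.89 to 7.28). Cold 5 had 9.53 for VASP (9.86 to 10.05), Cold 1 had 11.84 for LPL (10.17 to 10.62) and a score of 10.83 for the interferon response (8.37 to 9.09), Cold 3 had 11.31 for MGLL (10.40 to 10.51) and Cold 6 had a score of 4.94 for white adipocytes (5.46 to 5.62). In BAT, Cold 1 likewise had the highest interferon score of the cold lambs, at 10.40 (7.99 to 9.06 in the others), and AT 5 the lowest CYP1A1 of the AT lambs, at 1.40 (3.27 to 6.32). A difference of the whole lamb is a candidate explanation for both, since over the 12 treated lambs the tissues correlated with r = 0.912 for the interferon score (permutation p = 0.00013) and r = 0.857 for CYP1A1 (permutation p = 0.00028). Together with the groups already named, their number is more than chance gives, but any single one of them is not.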

How the results depend on the processing

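All alternatives were set before their results, except all 3 controls together with TMM scaling, DESeq2's Wald test at |log2FC| ≥ 0.55 without LOC names, all 3 controls with the lamb as a block, and the gene lists with each treated lamb left out, which were chosen after seeing the data, and no test of a cause is given in this part, so that none was chosen only after the result was seen. The cause of a change was not tested unless stated.

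In BAT under cold, 180 genes were called, and the number was 323 with TMM, 327 with DESeq2's size factors, 341 with only the groups compared, 628 with DESeq2's Wald test, 728 with all 3 controls, 1097 with all 3 controls and TMM, and 782 with the Wald test at 0.55 without LOC names. Across the fits that each left out 1 lamb, it went from 101 (without Cold 6) to 976 (without Control 2). In BAT under AT, 897 genes were called, and 488 with only the groups compared. The number was 1368 at |log2FC| ≥ 0.55, 1369 at the adjusted p alone and 1642 with all 3 controls and TMM. It was 1746 with the Wald test at 0.55 without LOC names. Across single lambs left out, it went from 660 (without AT 3) to 1364 (without Control 1). For cold against AT in BAT, 41 genes were called, and 145 by the Wald test, 0 with all 3 controls (1184 with an unadjusted p under 0.05), 24 with only the groups compared, 19 with RNA integrity as a covariate, 14 with all 3 controls and TMM, 223 with the Wald test at 0.55 without LOC names, and from 0 (without Control 1, Control 2, Cold 4 or AT 5) to 96 (without AT 6) across single lambs left out.

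In thyroid tissue under cold, 1297 genes were called, and 793 with TMM, 793 with DESeq2's size factors, 2865 at |log2FC| ≥ 0.55, 3112 at the adjusted p alone and 2949 with the Wald test at 0.55 without LOC names. Under AT, 1259 genes were called, and 740 with TMM, 738 with DESeq2's size factors, 726 with only the groups compared, 3090 at 0.55, 3387 at the adjusted p alone, 3185 with the Wald test at 0.55 without LOC names, and from 1015 (without AT 5) to 2040 (without AT 3) across single lambs left out. The larger numbers at the lower thresholds follow from the thresholds. Downregulated genes were 41.7% of the calls under cold and 36.7% under AT with DESeq2's size factors, 68.7% and 67.5% with the Wald test, and 71.8% and 69.9% with all 3 controls. For cold against AT in thyroid tissue, 0 genes were called, and 2 by the Wald test, also at 0.55 without LOC names.

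The tissue difference in the cold response covered 31 genes, 91 with all 3 controls and 63 with all 3 controls and the lamb as a block. That in the AT response covered 283 genes, 742 with all 3 controls and 526 with all 3 controls and the block. With the 2 controls, the lamb as a block gave 42 and 244 genes, which moved neither number by over 1.5 times, and none of the 38 genes of the paper gained a call (lowest edgeR adjusted p 0.0966). The block was fitted to these tissue differences alone, since each lamb has 1 library per tissue. Genes upregulated in both tissues under cold were 63 with TMM and 99 with all 3 controls, and genes downregulated in both were 19 with TMM, 99 with all 3 controls and 73 at 0.55. Under AT, upregulated genes in both tissues were 106 with TMM and 109 with all 3 controls, and downregulated ones 42 with TMM and 403 at 0.55.

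The share of variance between groups on the first components was 77.6% in BAT on log2 values, 79.9% with 500 genes and 53.0% with all genes, and 44.5% in thyroid tissue with all genes. None of the reference genes ACTB, RPL19, HUWE1 and GAPDH differed between groups under TMM with the 2 controls (lowest unadjusted p 0.0353 by edgeR, GAPDH in thyroid tissue between cold and AT), and 1 with all 3 controls differed, GAPDH in BAT under AT (log2FC -1.33, edgeR adjusted p = 0.0499).

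Of the 20 tests of gene lists, all past 0.05 by camera, 9 were with fry and 0 with the correlation estimated from the data. With each treated lamb left out in turn, 20 were by camera, or 19 without AT 6. Over the other alternatives set before, 93 of 100 kept their direction and side of the threshold, and the other 7 kept their direction. Over 82 results for single genes and 1839 alternatives, 1564 kept their direction and side of the threshold, 221 kept the direction and were no longer past it, 40 were newly past it and 14 reversed. PRSS35 in BAT under AT reversed with all 3 controls (log2FC -2.82, edgeR adjusted p = 0.114) and with all 3 controls and TMM (-3.08, edgeR adjusted p = 0.0813), because the third control had many counts of it, and also with either control exchanged for the third (edgeR adjusted p = 0.0486 without Control 1 and 0.0452 without Control 2), and ranged from -3.36 (without Control 1) to 5.92 (without AT 4) across single lambs left out. ADRB3 in thyroid tissue under cold was 0.022 with TMM and 0.025 with DESeq2's size factors. The others reversed with 1 control exchanged for the third. In BAT, the log2FC went from -1.67 (without AT 4) to 0.075 (without Control 1) for VEGFA under AT, from -1.13 (without Cold 4) to 0.088 (without Control 1) for CPT1A under cold and from -1.51 (without Cold 4) to 0.043 (without Control 1) for NOS3 under cold. In thyroid tissue, it went from -0.95 (without AT 1) to 0.12 (without Control 2) for VASP and from -1.24 (without AT 5) to 0.35 (without Control 2) for VEGFA under AT. Under cold, it went from -0.035 (without Control 2) to 0.57 (without Control 1) for BMP4, from -0.97 (without Cold 6) to 0.10 (without Control 2) for VASP and from -1.38 (without Cold 2) to 0.18 (without Control 2) for VEGFA.

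Low counts, as those of ADRB3 in thyroid tissue, and the spread between lambs limit what can be detected, and with 2 controls the test recovered 74% of simulated changes in BAT and 72% in thyroid tissue. The raised genes in these simulations had a median log2FC of 2.009 in BAT and 2.035 in thyroid tissue. The recovery of smaller changes, as that of ADRB3, is not known from them.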

Differences from the paper's values

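No test of a cause was run for this part, and none was chosen only after the result was seen. Of the numbers of upregulated and downregulated genes the paper gives, 6 differ from those found here by more than 1.5 times. Those of upregulated genes in thyroid tissue differ by less than that, with 305 found here under cold and 295 under AT. For upregulated genes in BAT under cold, the paper gives 354, and 86 were found here. Of the alternatives set before the data were examined, DESeq2's Wald test, all 3 controls and the fits without Control 1 or without Control 2, each with the third control in place of the one left out, came within 1.5 times of the paper's number, and the others did not. For downregulated genes in BAT under cold, the paper gives 412, and 94 were found here, and all 3 controls and the fits without Control 1 or Control 2 closed the gap. For upregulated genes in BAT under AT, the paper gives 709, and 421 were found here. TMM, DESeq2's size factors, the Wald test, all 3 controls, and the fits without Control 1, Control 2, AT 2 or AT 6 closed this gap. For downregulated genes in BAT under AT, the paper gives 995, and 476 were found here. In thyroid tissue, the paper gives 2469 downregulated genes under cold and 2673 under AT, and 992 and 964 were found here. For these last 3 numbers, |log2FC| ≥ 0.55 and the adjusted p alone closed the gap, and none of the other alternatives set before the data were examined did. DESeq2's Wald test at |log2FC| ≥ 0.55 without LOC names, chosen after seeing the values, gave 363 upregulated genes and 419 downregulated genes in BAT under cold, 726 and 1020 in BAT under AT, 441 and 2508 in thyroid tissue under cold, and 454 and 2731 in thyroid tissue under AT. The smallest absolute log2FC in the paper's own lists of Table S2 is about 0.55, below the threshold of 1 in its methods.

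For the mean reads assigned to features in thyroid tissue, the paper prints 27,886.474, and the mean found here is 27886474.4, which has the same digits.

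For genes shared by the tissues, the paper's numbers were read by eye from Fig. 1. For genes upregulated in both tissues under cold it shows about 110 in Fig. 1, read by eye, and 28 were found here, a gap that all 3 controls closed and TMM and |log2FC| ≥ 0.55 did not. For genes downregulated in both tissues under cold it shows about 240 in Fig. 1, against 39 here, and none of the 3 alternatives closed the gap. For genes upregulated in BAT and downregulated in thyroid under cold it shows about 10 in Fig. 1, against 0 here, and for genes downregulated in BAT and upregulated in thyroid about 1 in Fig. 1, against 0 here, with none of the alternatives closing either. Under AT, Fig. 1 shows about 140 genes upregulated in both tissues, against 67 here, which TMM and all 3 controls closed, and about 500 genes downregulated in both, against 125 here, which |log2FC| ≥ 0.55 closed. It shows about 35 genes upregulated in BAT and downregulated in thyroid, against 7 here, and about 3 genes downregulated in BAT and upregulated in thyroid, against 0 here, and none of the alternatives closed these.

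Of 90 log2FC values compared, 0 differ in sign or by more than the larger of the paper's standard error and the one found here. The 2 of them for CYP1A1 in BAT, under cold and under AT, could be compared only as lower bounds, since both controls had 0 counts. Among the other 88 values, the largest difference was 0.085 on the log2 scale, for CYP1A1 in thyroid tissue under cold. The calls differ for some genes. The paper lists FABP3 and MKI67 as changed in BAT under cold and CYP1A1, PRDM16 and BMP4 in BAT under AT, which did not pass an edgeR adjusted p of 0.05 here (0.0745, 0.0818, 0.127, 0.0967 and 0.104 in turn). DESeq2's Wald test called all 5 of these. The paper states that no lipase, thyroid hormone receptor, UCP1 or adrenergic receptor gene was changed in any tissue or treatment, while UCP1 in thyroid tissue under AT had an edgeR adjusted p of 0.0443 here, and 0.113 with TMM. The paper's text speaks of MKI67 as raised in all tissues and treatments and of BMP4 as raised in both tissues under AT, while the adjusted p found here was 0.171 for MKI67 in BAT under AT and 0.12 for BMP4 in thyroid tissue under AT by edgeR. The paper describes a separation of the groups in the PCA of thyroid tissue. The share of variance between groups there was 21.4% here (permutation p = 0.232), but 44.5% with all tested genes (permutation p = 0.0126).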

Other observations

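The tests of scaling in thyroid tissue, of the aryl hydrocarbon receptor, of an interferon response shared by the tissues and of whitening were chosen before their results were seen. The test of CYP1A1 between the tissues and the counts over other splits of the lambs were chosen only after the result was seen.

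Most called genes in thyroid tissue fell against the 2 controls, 76.5% under cold and 76.6% under AT. With TMM scaling, 42.4% fell under cold and 36.4% under AT. TMM centres the tested genes, so that it evens this split whatever the source. Under TMM, the reference genes ACTB, RPL19 and HUWE1 themselves were higher in treated than in control thyroid tissue, by 0.15 to 0.37 on the log2 scale, none of them past the threshold. Scaling to the 3 reference genes and a fall of most genes cannot be told apart as the source of the surplus of lower genes, since the counts carry no absolute amount of RNA.

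The level of the interferon response varied between lambs and did so together in both tissues. Over the 12 treated lambs, the score of the list correlated between BAT and thyroid tissue with Pearson's r = 0.912 (permutation p = 0.00013, adjusted over 6 relations 0.00078) and Spearman's rho = 0.867 (permutation p = 0.00051, adjusted 0.00153). Without Cold 1 and Cold 2, the lambs farthest from the median, r was 0.692 (permutation p = 0.0274). Within the cold lambs, r was 0.949 (exact permutation p = 0.00417), and within the AT lambs 0.773 (exact permutation p = 0.0583). Over all 14403 genes tested in both tissues, the median r was 0.176, and over the 30 interferon genes it was 0.824. The scores of the other 4 lists had an absolute r of at most 0.234 between the tissues over the 12 lambs, with an adjusted permutation p of 0.804. For cell cycle, r was 0.684 within the cold lambs (exact permutation p = 0.154) and -0.205 within the AT lambs. For ribosome biogenesis, r was 0.695 (exact permutation p = 0.143) and -0.0217 in turn. A lamb-wide interferon response, such as an infection would give, is a candidate explanation. A technical source shared by both libraries of a lamb would be another. The low r of the other lists over the 12 lambs argues against a technical source, while the values of these lists within the cold lambs do not. The lamb-wide response remains a hypothesis, since infection was not recorded in the labels used here.

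CYP1A1 varied together in the tissues as well. Over the 12 treated lambs, r was 0.857 (permutation p = 0.00028, adjusted 0.00084) and rho 0.895 (permutation p = 0.00019, adjusted 0.00114), and without AT 5 and Cold 5, r was 0.801 (permutation p = 0.00481). The values were taken as deviations of each lamb from the mean of its treatment, so the difference between the treatments does not enter r. Within the AT lambs r was 0.906 (exact permutation p = 0.0139), and within the cold lambs 0.794 (exact permutation p = 0.0694). As high an r was reached by 1.29% of all genes. The values are consistent with a difference between lambs that acts on both tissues.

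The aryl hydrocarbon receptor induces CYP1A1, so the other targets of the receptor may be expected to rise with it. The list has 8 genes, 6 of them in the count table, of which 2 were tested in BAT (TIPARP and NQO1) and 3 in thyroid tissue (with AHRR). Their mean log2FC was -0.28 in BAT under cold and -0.93 in BAT under AT, and -0.24 and -0.73 in thyroid tissue. Between cold and AT it was 0.65 in BAT and 0.49 in thyroid tissue (camera adjusted p = 0.0202 for each, and in thyroid tissue 0.0614 without Cold 4 and 0.0502 without AT 5). Without Cold 6, the mean in BAT under cold was -0.13. Activation of the receptor and another cause of CYP1A1 cannot be told apart, since 2 or 3 genes are too few and they fell against control but rose between cold and AT.

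The paper proposes that BAT turned towards white fat, and whitening was tested by lists of brown adipocyte, white adipocyte and oxidative phosphorylation genes. In BAT under cold, the brown adipocyte list had a mean log2FC of -0.65 (camera adjusted p = 0.246, fry adjusted p = 0.445), the white adipocyte list one of 0.24 (camera adjusted p = 0.523) and oxidative phosphorylation one of -0.29 (camera adjusted p = 0.0958). Under AT, the values were -0.98 (camera adjusted p = 0.12), 0.65 (0.103) and -0.11 (0.786). With all 3 controls, the camera adjusted p of the brown adipocyte list was 0.0131 under cold and 0.0123 under AT, and that of oxidative phosphorylation 7.9e-10 and 4.4e-05, while the white adipocyte list had 0.884 and 0.403. By fry, the brown adipocyte list had an adjusted p of 0.28 and 0.235 with all 3 controls. Its score was 8.005 in Control 1, 7.50 in Control 2 and 7.96 in the third control, and at most 7.32 in the treated lambs, whereas the oxidative phosphorylation score was 11.58 in the third control and at most 10.80 elsewhere. Without AT 6 and with the 2 controls, the mean log2FC under AT was -0.60 for the brown adipocyte list and 0.061 for oxidative phosphorylation. Under cold, oxidative phosphorylation passed by camera without AT 6 (adjusted p = 0.02) or Cold 1 (0.0478). Of the 18 genes of the brown adipocyte list, 12 were tested, and 9 are among the paper's 38 genes. Whitening and another cause cannot be told apart, since the brown adipocyte list passes by camera only with the third control and not by fry, and the white adipocyte list did not pass. In thyroid tissue, oxidative phosphorylation had a mean log2FC of -0.93 under cold (camera adjusted p = 0.00193) and -0.73 under AT (0.0875), or -1.02 without AT 3 (camera adjusted p = 1.3e-11). These values are against the 2 controls. The thyroid score was 11.8 in Control 2 but 10.2 in the third control, where the lowest of the other libraries had 10.21. No treated lamb thus lay below the third control.

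Markers of cell types moved in some comparisons. In thyroid tissue, macrophage genes were higher under cold (mean log2FC 1.735, camera adjusted p = 4.4e-06) and under AT (1.25, 0.00039) than in the controls, and thymus or T cell genes under AT (1.51, 0.0048). Between cold and AT in BAT, smooth muscle genes were higher under cold (0.70, camera adjusted p = 0.000568). In thyroid tissue, cold against AT gave macrophage genes higher (0.48, 0.00079), and smooth muscle (-0.66, 0.00051) and thymus or T cell genes (-0.86, 0.046) lower. Without AT 3, the mean of the smooth muscle genes was -0.37, and without AT 2 that of the thymus or T cell genes was -0.42 (camera adjusted p = 0.636), and their call was lost without most of the other lambs too. The score of thymus or T cell genes in thyroid tissue was highest in AT 2, at 7.50, and in AT 3, at 6.40.

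The number of genes called was set against other splits of the same lambs. For all 3 controls, 1 of the 84 splits gave as many genes as the real one for cold in BAT (728 genes, at most 2 in any other split) and 1 of 84 for AT in BAT (1304 genes, at most 229 in any other). For cold against AT in BAT, 1 of 100 splits drawn from 462 gave as many (41 genes, at most 20 in any other). In thyroid tissue, 1 of 84 splits gave as many for cold (1370 genes, at most 304 in any other), and 2 of 84 for AT. The other of these put AT 3 with Control 1 and Control 2 against the rest and gave 1461 genes, against 1141 for the real split. For cold against AT in thyroid tissue, all 100 of the splits drawn gave as many, since the real one gave 0 genes (870 with an unadjusted p under 0.05) and no split more than 1.

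In BAT, LOC114112617 and LOC114115287 took a median of 59.2% of the counts in the cold lambs and 62.6% in the AT lambs. The median was 69.9% in all 3 controls and 59.8% in the 2 controls of the paper. Neither gene is in the RefSeq table used here. The reported genes in BAT therefore rest on the remaining reads, whose share varied from library to library.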
